# Equivalent Gene Expression Profiles between Glatopa^™^ and Copaxone^®^

**DOI:** 10.1371/journal.pone.0140299

**Published:** 2015-10-16

**Authors:** Josephine S. D’Alessandro, Jay Duffner, Joel Pradines, Ishan Capila, Kevin Garofalo, Ganesh Kaundinya, Benjamin M. Greenberg, Daniel Kantor, Tanmoy C. Ganguly

## Abstract

Glatopa^™^ is a generic glatiramer acetate recently approved for the treatment of patients with relapsing forms of multiple sclerosis. Gene expression profiling was performed as a means to evaluate equivalence of Glatopa and Copaxone^®^. Microarray analysis containing 39,429 unique probes across the entire genome was performed in murine glatiramer acetate—responsive Th2-polarized T cells, a test system highly relevant to the biology of glatiramer acetate. A closely related but nonequivalent glatiramoid molecule was used as a control to establish assay sensitivity. Multiple probe-level (Student’s *t*-test) and sample-level (principal component analysis, multidimensional scaling, and hierarchical clustering) statistical analyses were utilized to look for differences in gene expression induced by the test articles. The analyses were conducted across all genes measured, as well as across a subset of genes that were shown to be modulated by Copaxone. The following observations were made across multiple statistical analyses: the expression of numerous genes was significantly changed by treatment with Copaxone when compared against media-only control; gene expression profiles induced by Copaxone and Glatopa were not significantly different; and gene expression profiles induced by Copaxone and the nonequivalent glatiramoid were significantly different, underscoring the sensitivity of the test system and the multiple analysis methods. Comparative analysis was also performed on sets of transcripts relevant to T-cell biology and antigen presentation, among others that are known to be modulated by glatiramer acetate. No statistically significant differences were observed between Copaxone and Glatopa in the expression levels (magnitude and direction) of these glatiramer acetate-regulated genes. In conclusion, multiple methods consistently supported equivalent gene expression profiles between Copaxone and Glatopa.

## Introduction

Copaxone^®^ (glatiramer acetate injection; Teva Pharmaceutical Industries Ltd, North Wales, PA, USA) has been approved in the United States for the treatment of relapsing forms of multiple sclerosis (MS) for nearly two decades [1,2]. Glatiramer acetate (GA) is a mixture of synthetic polypeptides of variable molecular weights and sequences and is manufactured entirely through a chemical synthesis from the amino acids L-alanine, L-glutamic acid, L-lysine, and L-tyrosine in a specific well-described molar ratio [3,4]; it is not a biologic product. Although the precise mechanism of action of GA has not been elucidated, its therapeutic actions in MS are thought to be primarily immunomodulatory [5]. These immunomodulatory effects of GA are complex and have been hypothesized to involve both the innate and adaptive immune systems [6] through various mechanisms, including alteration of regulatory T-cell function [7], induction of a T-helper 1 (Th1) to a T-helper 2 (Th2) cell shift that results in a more anti-inflammatory cytokine profile [5,8–10], alteration of antigen-presenting cell (APC) function [7], and modulation of B-cell function [6]. Additional activity of GA in MS may include neuroprotective effects mediated by neurotrophic factors and the ability to reduce demyelination and promote remyelination [6,11,12].

Increasing patient access to affordable MS medications is one of the drivers for the development of generic medicines. The first generic GA approved by the US Food and Drug Administration (FDA) is Glatopa^™^ (glatiramer acetate injection; Sandoz Inc., Princeton, NJ, USA) [13], which is indicated for the treatment of relapsing forms of multiple sclerosis. Glatopa and Copaxone equivalence was established using a comprehensive set of physicochemical (structural) and biological (functional) assays. To this end, we have developed and tested Glatopa in multiple biological assays, including APC-based, T cell-based, and B cell-based assays, and in multiple animal models of experimental autoimmune encephalitis [14,15].

One of the many methods utilized to evaluate equivalence of biological response was gene expression profiling using microarray technology. This method allows for the detection of genome-wide perturbations in a biological test system and is therefore well suited to compare drug responses [16]. We present a study of the effect of different test samples on in vitro gene expression in murine GA-responsive Th2-polarized T cells. Selection of the in vitro test system of an enriched nonclonal population of GA-responsive T cells was largely driven by two factors: Th2-polarized GA-responsive T cells are appropriate for comparative gene expression studies because they produce a robust (high signal-to-noise ratio) and reproducible (less variation) response to GA, and Th2-polarized T cells are relevant to the biology of GA given that one purported mechanism is a shift from a pro-inflammatory Th1 to an anti-inflammatory Th2 phenotype reported during prolonged exposure to GA [3,8,17]. The samples tested included a media-only control, Copaxone, and Glatopa. In addition, to establish method sensitivity, a nonequivalent glatiramoid molecule—acetonitrile nonconforming copolymer (ACN)–was also utilized. ACN was manufactured to be compositionally similar to GA but is structurally distinct. Specifically, ACN has the same general makeup as GA (polymer chains with the same molecular weight distribution and amino acid composition), but it was made by process conditions that generated a structurally nonequivalent mixture. ACN can be readily distinguished from Copaxone in some but not all physiochemical and biological assays used for establishing equivalency (data not shown).

## Materials and Methods

### Animal ethics

All animal experiments were approved and performed under the guidelines of the Institutional Animal Care and Use Committee of Momenta Pharmaceuticals Inc. (IACUC approval number 05–2011). Female Balb/c mice (8–12 weeks old) were obtained from Jackson Laboratories and used as a source for APCs or CD4^+^ T cells. The mice were allowed to eat and drink ad libitum and were fed standard mouse chow.

### Generation of Copaxone-specific Th2-polarized T cells

Fig 1 summarizes the steps in the generation of Copaxone-specific Th2-polarized T cells using a modification of the methods detailed in Aharoni et al [18]. Briefly, Balb/c mice were immunized with Copaxone 250 μg (lot 538455), and lymph nodes were harvested. CD4^+^ T cells were isolated from the lymph nodes using negative immunomagnetic isolation (EasySep Mouse CD4+ T Cell Isolation Kit, Stem Cell Technologies, Vancouver, BC, Canada). Splenocytes were isolated from naive (non-immunized) mouse spleens depleted of T cells using positive immunomagnetic isolation. APCs were treated with mitomycin C 50 μg/mL (Calbiochem, EMD Millipore, Billerica, MA, USA) for 25 minutes at 37°C to prevent a proliferative response from residual T cells. CD4^+^ T cells were rechallenged ex vivo for 3 to 4 days with Copaxone 20 μg/mL presented using the mitomycin C-treated splenocytes as APCs followed by a period of maintenance for 10 days in the presence of 20 ng/mL murine interleukin-2 (mIL-2; PeproTech, Rocky Hill, NJ, USA). The process of Copaxone restimulation and cell expansion followed by maintenance was repeated for 13 rounds using 20% conditioned media from the cells and mIL-2 as just described; this led to production of a Th2-polarized nonclonal T-cell population. The Th2 phenotype of these cells, which were exclusively responsive to Copaxone, was further verified by enzyme-linked immunosorbent assay (ELISA; Meso Scale Discovery, Rockville, MD, USA); mouse Th1/Th2 (9-plex); custom IL-6, IL-13, IL-17 (3-plex), and mouse TGF-β1Quantikine (R&D Systems, Minneapolis, MN, USA) ELISA kits for Th1, Th2, Th17; and other cytokines (IL-1β, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12p70, IL-13, IL-17, tumor necrosis factor-alpha [TNF-α], and transforming growth factor-beta 1 [TGF-β1]). These cells exhibited Copaxone-induced dose-dependent release of Th2-specific cytokines (IL-4, IL-5, IL-10, and IL-13), whereas levels of Th1 cytokines (TNF-α and interferon-gamma [IFN-γ]) were negligible. The cell bank of Th2-polarized T cells (designated Th2-455) was created and used for all gene expression studies.

**Fig 1:**
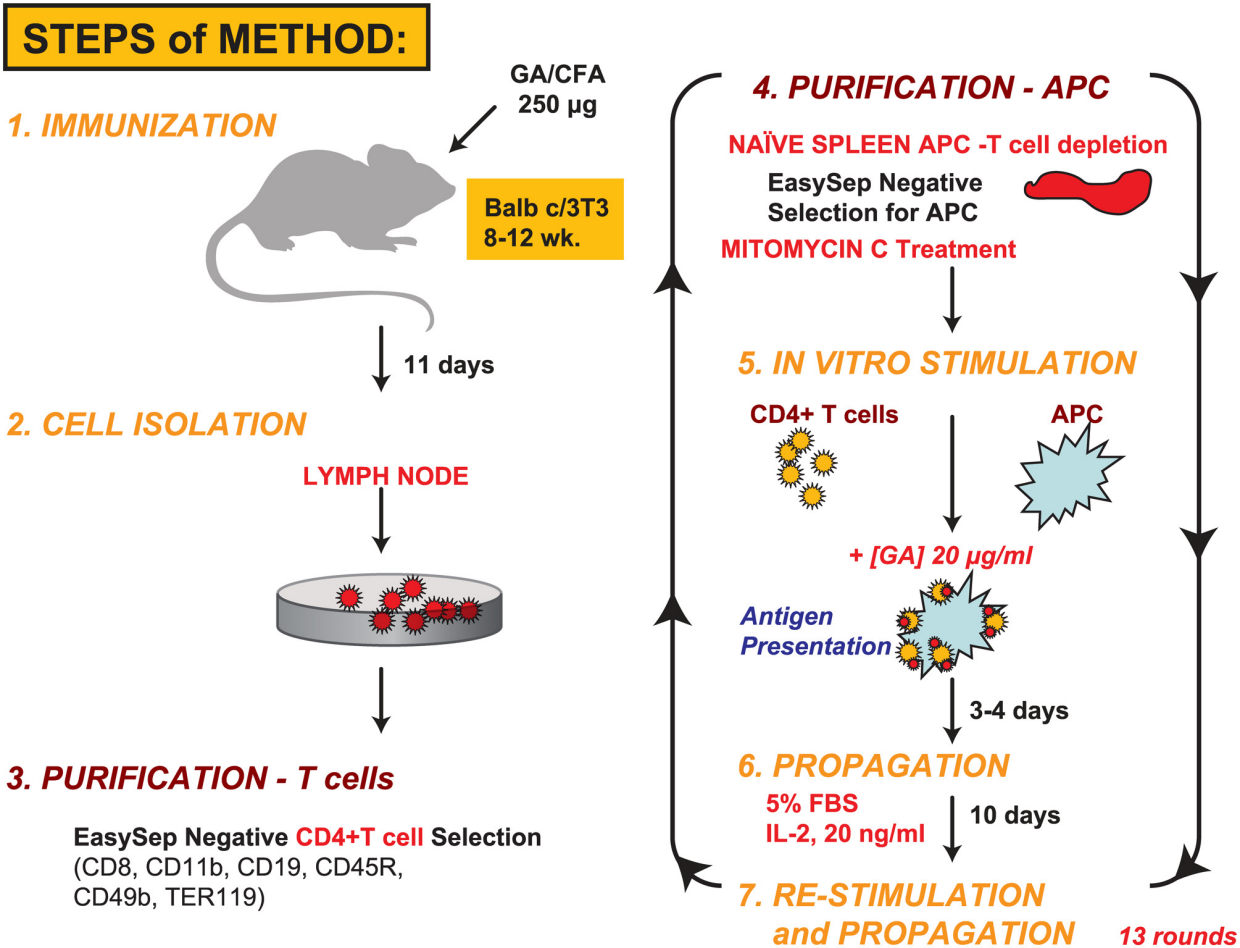
Methodology for the generation of murine GA-responsive Th2-polarized T cells. In vivo immunization of naive mice with Copaxone was followed by 13 rounds of ex vivo restimulation of the CD4^+^ T-cell population over 6 months for development of the Th2-455 line. APCs, antigen-presenting cells; GA, glatiramer acetate; IL-2, interleukin 2; Th, T-helper.

### Test samples

Three types of test samples were examined: nine lots of Copaxone tested in duplicate (lot numbers P53856, P53835, P53853, X05691, X05781, X05831, X05751, X06841, and X06661), four lots of Glatopa tested in quadruplet (lot numbers 051M7282, 061M7276, 071M7276, and 100M7278), and one lot of the nonequivalent glatiramoid, (ACN) tested in eight replicates (lot number FA0907-051-001). The number of samples provided adequate power for statistical comparison of Copaxone (17 samples) to Glatopa (16 samples) via permutation testing, while also capturing the diversity of Copaxone and Glatopa lots.

### In vitro stimulation with test samples

The concentrations of all test articles were adjusted based on A275-nm measurements. The sample order was randomized and blinded before initiation of the experiment to minimize bias. All samples were tested on the same day to minimize the introduction of bias resulting from sample processing. First, APC 0.5 mL (naive Balb/C splenocytes, ReachBio LLC, Seattle, WA, USA) cell suspension (10 × 10^6^ cell/mL) was added to each well of a 24-well plate, followed by Th2-455 cell suspension 0.5 mL (2 × 10^6^ cell/mL). Then 10 μL media or test article was added for a final concentration of 20 μg/mL. The plates were incubated for 24 hours at 37°C in a 5% CO_2_ incubator. All cells, both in suspension and adherent, were harvested and spun at 800*g* at 4°C for 5 minutes. The conditioned media were removed, and 0.35 mL RLT lysis buffer was immediately added to the cell pellet that was then solubilized and frozen at -80°C until RNA purification.

### Cell lysis and RNA purification

RNA processing was performed by blinded operators distinct from those involved in the in vitro stimulation step described in the previous section, and was performed at the same time to minimize the introduction of bias resulting from sample processing. Lysates were thawed and passed through a QiaShredder (Qiagen Inc, Valencia, CA, USA) column. RNA was extracted using the RNEasy standard protocol on the QIACube (Qiagen Inc) instrument. RNA was eluted in 50 μL distilled water. RNA concentration was measured by ultraviolet light, and integrity was measured by Bioanalyzer Nano chip (Agilent Technologies, Wilmington, DE, USA). Only RNAs of acceptable quality (28S/18S ratio close to 2) were subsequently processed.

### Whole-genome microarray analysis

Gene expression was analyzed by oligonucleotide microarrays using the Mouse GE 4x44K v2 Microarray Kit (Agilent Technologies), containing probes specific for murine transcripts. This microarray platform has four arrays printed on each slide each of which contains 39,429 unique probes that cover the entire mouse genome. To minimize the introduction of bias, microarrays from the same lot were used, and all sample processing was performed in one batch. A total of 48 samples were used for microarray analysis: media-only control, *n* = 7; Copaxone, *n* = 17; Glatopa, *n* = 16; and ACN, *n* = 8. Data from two arrays—one replicate of Copaxone lot X06841 and one media-only sample—were excluded from analysis because of poor array quality.

Sample RNA was first normalized to obtain 99 ng per reaction and then mixed with a spike-in control (5188–5282; Agilent Technologies). Cy3-labeled cRNA was then generated by in vitro transcription (5190–2305; Agilent Technologies), and the concentration was adjusted to 1.65 μg per slide. Microarrays were placed into the Tecan HS Pro 4800 (Tecan Group Ltd, Männedorf, Switzerland) hybridization station, the hybridization program was started, and labeled RNA was introduced into the chambers. After hybridization and washing, the slides were dried and scanned using the GenePix scanner (Axon Instruments Inc, Foster City, CA, USA). The gene array list file was then fit to the slide images in the GenePix Pro software (Axon Instruments Inc). Fluorescence foreground and background were extracted for each spot.

### Raw data preparation and statistical analysis

Statistical analyses were performed using the open-source statistical environment R [19]. Median fluorescence data were loaded into R for analysis using the *limma* package [20]. The log2-transformed intensities were background-corrected using the “normexp” method [21] with an offset of 8 and were normalized using the quantile normalization method [22]. All microarray data are in accordance with the MIAME guideline and are accessible through a Gene Expression Omnibus (GEO) database (Accession number GSE73465, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73465). The quantile-normalized, normexp background—corrected, replicate probe—averaged data were analyzed at both the sample level and the probe level using multiple (multivariate and univariate) statistical analysis methods, as described in the following two sections.

### Sample-level analysis

Several multivariate statistical methods were used to analyze the dataset. Multivariate analyses were performed not only with a subset of Copaxone-responsive probes (4176 array spots, which yielded a q-value [21] <0.05 and fold change of ≥1.3 when comparing Copaxone with media-treated samples) but also with all transcripts. The assessment of significance of observed multivariate statistics was based on a null model of permutation control (i.e., observed values compared with those expected for samples randomly assigned to groups).

Principal component analysis (PCA) is a statistical technique whereby correlated dimensions within a dataset are transformed into a set of linearly uncorrelated dimensions [23]. Before PCA, data from each microarray probe were mean centered and scaled by dividing by the standard deviation among all samples. PCA was performed on the entire set of data using the prcomp function of the R stats package. The first component was extracted to visualize differences among groups of samples in the data set. t-Tests with Welch correction were used to check for evidence of differences between groups.

Multidimensional scaling (MDS) is a method that provides visual representation of distances between high-dimensional objects, such as individual samples (vectors of array spot intensities). MDS represents samples as points in a plane; point positions are optimized so as to reflect distances between samples [24], and distance is defined here with Pearson dissimilarity.

Unsupervised hierarchical clustering is a commonly used data technique in bioinformatics wherein objects (samples) are grouped together based on a measure of distance or dissimilarity between objects. The “hclust” function of R, based on Ward’s measure, was used [19]. This greedy agglomerative clustering method creates a binary tree by using Pearson dissimilarity matrix as an input.

In addition, a statistic based on sample Pearson dissimilarities (*d*_*ij*_) was defined as follows to compare any two groups G and H of samples:

$$\;mvt=\;\frac{d\left(G,H\right)}{s\left(G\right)+s\left(H\right)}\text{ with }d\left(G,H\right)=\frac{1}{\left|G\right|\left|H\right|}\sum_{i\in G,j\in H}d_{ij}\text{ and }s\left(G\right)=\frac{2}{\left|G\right|\left(\left|G\right|-1\right)}\sum_{i<j\in G}d_{ij}.$$

This statistic is referred to as multivariate statistic t (mvt) due to its similarity to the univariate t statistic: ratio of difference between two groups to spread within individual groups. Observed values of mvt were compared with values MVT expected when randomly reassigning samples between the two groups; that is, Pr(MVT >mvt) was estimated with 10^5^ permutations.

### Transcript- and probe-level analysis

Differential expression between two test materials in the Th2-polarized T-cell test system was examined by pairwise t-test at the level of gene expression microarray probes. Three different methods were used to identify significant changes. First, the Bonferroni correction method was used to set a *P*-value threshold for significance. The Bonferroni correction is a familywise error rate (FWER) method that controls for the number of false positives and assumes that gene transcript expression for individual transcripts is independent [25]. It sets a conservative threshold for ensuring that probes that pass this threshold have an extremely small chance of being the result of random variation. The *P*-value threshold resulting from the Bonferroni correction is *P*_i_ < α/*n*, where α = 0.05 and *n* is the number of probes (39,429) on the microarray.

Second, the false discovery rate (FDR) correction [26] was implemented through the q-value package in R [19]. The FDR was set to *q* = 0.05, and the smoother method was used for estimating the number of true null hypotheses. Unlike the Bonferroni correction, which controls for the number of allowed false positives, the FDR controls for the proportion of false positives in a given set of data [27]. As with the Bonferroni method, this FDR method operates under the assumption of independence of expression of different transcripts. However, because expression of individual gene transcripts is not always independent, observed numbers of genes with small corrected *P*-values were also compared with those expected under a null model of permutation control, which preserves gene coexpression.

Third, the permutation control method gauges whether the number of probes less than a given *P*-value threshold is more than expected by chance [28]. Samples from two groups to be compared were randomly reassigned to two groups with proportions reflecting the original groups. Student’s t-tests were performed, and the number of probes with *P*-values less than a given threshold was computed; 2000 permutations were performed. The sum of the permutations for which the number of significantly different probes was less than that found in the original data was computed. A permutation *P*-value was calculated where this sum was divided by the total number of permutations. A permutation *P* < 0.05 indicated that there were more significantly different probes in the original data than would be expected by chance. Together, these methods probed for any statistically significant differences in gene expression between test materials.

### Ingenuity pathway analysis

Molecular pathways involved in collections of microarray probes were examined with the Ingenuity Pathway Analysis program (Qiagen Inc). This program integrates relevant information from imported genes, with built-in pathways for T cell and APC biology, consequently allowing for identification of biological pathways, gene regulation networks, and interaction maps.

## Results

### Copaxone-induced gene expression changes in murine GA-responsive, Th2-polarized T cells

The methodology used to create the GA-responsive, Th2-polarized T cell line (Th2-455) in Balb/c mice used in these studies is illustrated in Fig 1. Briefly, after in vivo immunization with Copaxone, CD4-purified T cells were expanded by ex vivo GA restimulation for 13 rounds and then frozen to create a cell bank used for the gene expression studies.

The phenotype of the GA-responsive murine Th2 T cells was confirmed by single and multiplexed ELISAs for Th1 and Th2 cytokines. These cells secreted low levels of the Th1 cytokines (IL-1β, TNF-α, and IFN-γ), whereas the Th2 cytokines (IL-4, IL-5, IL-10, and IL-13) were released at high concentrations (Fig 2A). Copaxone produced a dose-dependent increase in IL-4 release from these Th2-polarized T cells (Fig 2B); a similar dose effect was seen with the other cytokines (data not shown). 

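The cells were a Th2-polarized line of mouse CD4+ T cells raised against Copaxone and restimulated for 13 rounds, together with naive Balb/c splenocytes as APCs. Each well received 0.5 mL of T cell suspension and 0.5 mL of APC suspension, so each array measured RNA of the T cells and of the splenocytes together. Copaxone, Glatopa and ACN, a glatiramoid close to GA in composition and distinct in structure, were each present at 20 μg/mL for 24 h, and the media-only control held none of them. There were 17 Copaxone samples from 9 lots, 16 Glatopa samples from 4 lots, 8 ACN samples from 1 lot and 7 media-only samples, 48 in all. Sample order was randomized and blinded. The RNA was hybridized with a single dye to Agilent mouse arrays. The authors corrected spot intensities for background with normexp, took log2 and quantile-normalized the 48 arrays, so a value is relative to the other probes of its array, and array medians lay between 4.95 and 5.02. The table has 43020 spots, and averaging the 387 groups of at least 10 spots with the same gene symbol and sequence identifier left 39430 probes. Of these, 29436 carry 1 of 22485 gene symbols and 9994 carry none. Groups were compared in pairs with limma, and a probe is called higher or lower where its Benjamini-Hochberg adjusted p, two-sided, is under 0.05. A gene with several probes is represented by the probe with the highest mean over all samples. The 31 gene lists, the comparisons and the rule that picks named genes were written before the data were examined. The number of arrays in each group limits the precision. Since ACN is 1 lot, no test of ACN here measures variation between its lots.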

Whole-genome gene expression of multiple samples of Copaxone, in 17 samples from 9 different lots, were compared with those of 7 samples of media-only controls. The number of probes that were significantly different was analyzed using univariate analysis (Student’s t-test). The results of univariate analysis (Table 1) indicated that of the 39,429 probes evaluated at the probe level by pairwise comparison, 9815 probes were significantly different at a *P*-value threshold of 0.05 (before controlling for false positives) when comparing Copaxone with media-only control. 

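Gzma and Ccl1 were among the genes with the largest rises with Copaxone. Gzma (gene ID 14938), which encodes the protease granzyme A, rose 33.6-fold, from a log2 value of 5.93 ± 0.31 (SD, n = 7) in the media-only control to 11.00 ± 0.41 (SD, n = 17) with Copaxone. Its log2 fold change was 5.07 (SE 0.16, adjusted p = 3.93e-18 from limma), and media-only replicate 6 lay below the other media-only samples. Ccl1 (gene ID 20290), a chemokine made by activated T cells, rose 29.3-fold (SE of the log2 fold change 0.14, adjusted p = 2.94e-19 from limma). Penk (gene ID 18619), the precursor of the enkephalin peptides, rose 8.34-fold (adjusted p = 2.16e-19). The transcription factor gene Nfil3 rose 6.33-fold, and Slpi, which encodes a secreted protease inhibitor, rose 5.82-fold. Socs1 and Cish, whose products inhibit cytokine signalling, rose 5.00-fold and 4.99-fold. For each of these 7 genes, all 17 Copaxone samples lay above the highest media-only sample. In limma, 9994 probes had an unadjusted p under 0.05.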

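Apoe, Ramp3 and Fcrla were among the largest falls with Copaxone. Apoe (gene ID 11816), the apolipoprotein E that macrophages secrete, went from a log2 value of 10.65 ± 0.12 (SD, n = 7) to 8.01 ± 0.21 (SD, n = 17), a 6.26-fold fall (log2 fold change -2.65, SE 0.08, adjusted p = 3.16e-18 from limma). Ramp3 (gene ID 56089), a modulator of peptide hormone receptors, fell 5.91-fold (SE of the log2 fold change 0.25, adjusted p = 3.17e-08 from limma). Fcrla, an Fc receptor-like protein of B cells, fell 4.46-fold, and Cr2, a complement receptor of B cells with a pair of probes that both fell, 3.86-fold, while B cell markers did not shift as a set (3 rose and 3 fell of 18, camera adjusted p = 0.549). The chemokine Ccl5 fell 4.16-fold, the macrophage glycoprotein Gpnmb 4.12-fold and the phagocyte surface protein Cd93 3.78-fold. In each of these 7 genes all 17 Copaxone samples lay below the lowest media-only sample. Across the array, 6374 probes passed limma's adjusted test, 3433 higher and 2941 lower, in 2573 and 1995 genes. Replicate number as a block gave 2243, 1039 higher and 1204 lower, and 32 of 133 named genes no longer passed with it. Copaxone and media-only control share 2 replicate numbers, and media-only samples of other numbers drop out of that comparison. Within-group deviations of samples with the same number had correlations of -0.0963 and 0.163. The lower count thus cannot be set apart from the loss of media-only samples. Of the 6374 probes 307 changed at least 2-fold, the median change was 1.37-fold, and 1307 passed Bonferroni correction. After cyclic loess normalization of the deposited values 2538 were higher and 3595 lower, so the share that was higher went from 53.9% to 41.4%.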

Evaluation of the data using FDR (threshold q = 0.05) or the more conservative FWER with Bonferroni correction test indicated that 6869 and 1080 probes, respectively, were significantly different in Copaxone than in the media-only control. Permutation control analysis on this data set indicated that these differences were not attributed to random sampling of the data, as indicated by the significance (*P* < 0.0005) of observing the given number of probes compared with the null hypothesis of no difference between groups.

**Fig 2:**
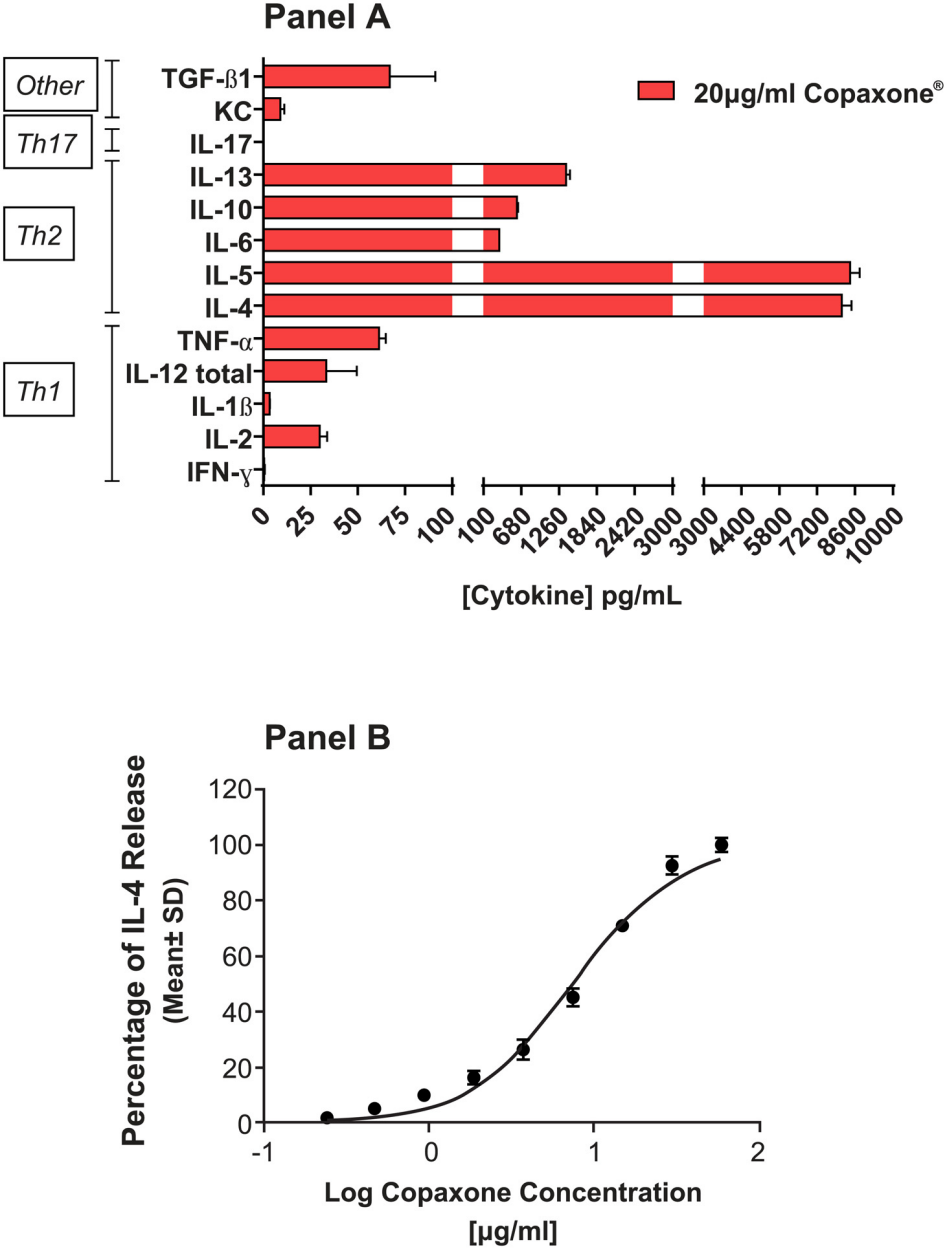
Characterization of the murine Th2-polarized T cells. Cytokine profile and dose response. **A:** Cytokine profile of the conditioned medium from the Th2-455 cell line after 24 hours of treatment with Copaxone at a single concentration of 20 μg/mL, demonstrating Th2 polarization. **B:** Copaxone dose response at 24 hours of a single cytokine, IL-4. IFN-γ; interferon gamma; KC, keratinocyte chemoattractant; IL, interleukin; TGF-β1, transforming growth factor-beta 1; Th, T-helper.

**Table 1:** Number of different probes between Copaxone, Glatopa, nonequivalent glatiramoid molecule ACN, and media (univariate analysis, *P* < 0.05*).

Sample	Significantly different probes, before controlling for false positives, n	Significantly different probes (using FDR at q = 0.05), n	Significantly different probes (using FWER with Bonferroni correction), n	Significance by permutation control (*P*-value)
Copaxone vs media-only control	9815	6869	1080	0.0005
Copaxone vs Glatopa	1626	0	0	0.753
Copaxone vs ACN	3100	11	3	0.0240

FDR, false discovery rate; FWER, familywise error rate.

*Student’s t-test.

These observations provide evidence for gene expression alterations induced by Copaxone relative to the media-only control, thus providing the foundation and scientific rationale for the use of this biological test system to compare the effects of Glatopa on gene expression.

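Copaxone raised genes of cell division, ribosome assembly, lipid synthesis and protein folding. Of 34 measured cell cycle genes 24 rose and 0 fell (27 and 0 when adjusted over the list alone, median log2 fold change 0.53), among them the cyclin Ccna2 (1.05, SE 0.08) and the replication helicase subunits Mcm3 (0.96) and Mcm2 (0.90). Ribosome biogenesis and MYC target genes rose in 20 of 25 cases (21 when adjusted over the list alone, median 0.57), including spermidine synthase Srm (0.98) and nucleolin Ncl (0.86). In cholesterol and fatty acid synthesis 21 of 24 genes rose (21, median 0.63), including farnesyl diphosphate synthase Fdps (1.49) and the desaturase Scd2 (1.17). In the unfolded protein response 14 of 18 rose (14, median 0.50), including the transcription factor Xbp1 (1.43) and the disulfide isomerase Pdia6 (1.07). In glycolysis 7 of 18 rose (11, median 0.41), with lactate dehydrogenase Ldha at 0.67. Among targets of IL-2 and STAT5, 13 of 17 rose (13, median 0.59). Of 24 genes that IL-4 and IL-13 induce in APCs 13 rose (14, median 0.40), with the chitinase-like protein Chil3 at 1.56, and the lectins Clec10a and Cd209d fell, by 1.32 and 0.65 on the log2 scale. Copaxone lowered other groups of genes. In lysosome and lipid handling 15 of 19 genes fell (17, median -0.65), including the lipid droplet protein Plin2 (-1.53), cathepsin D Ctsd (-1.26) and the acid lipase Lipa (-1.21). Among monocyte and macrophage markers 12 of 28 fell (14, median -0.25), including lysozyme Lyz1 (-1.62) and perforin-2 Mpeg1 (-1.43), while Cd163 rose by 0.17. Of 34 genes of the type I interferon response 22 fell (23, median -0.36), including the antiviral genes Oasl1 (-1.15) and Rsad2 (-0.92), and the nucleic acid sensor Zbp1 rose by 0.73. Of 17 T cell identity genes 7 fell (8, median -0.41), including the coreceptors Cd5 (-0.98) and Cd28 (-0.98), and Cd8a rose by 0.46, with media-only replicate 6 below the other media-only samples. Clec10a, Cd209d, Cd163, Zbp1 and Cd8a were chosen after their values were seen. Each of these 11 lists shifted as a set in camera, with adjusted p between 6.38e-17 and 1.92e-05, and between 1.74e-07 and 0.0207 with an estimated correlation.

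**Figure D1:**
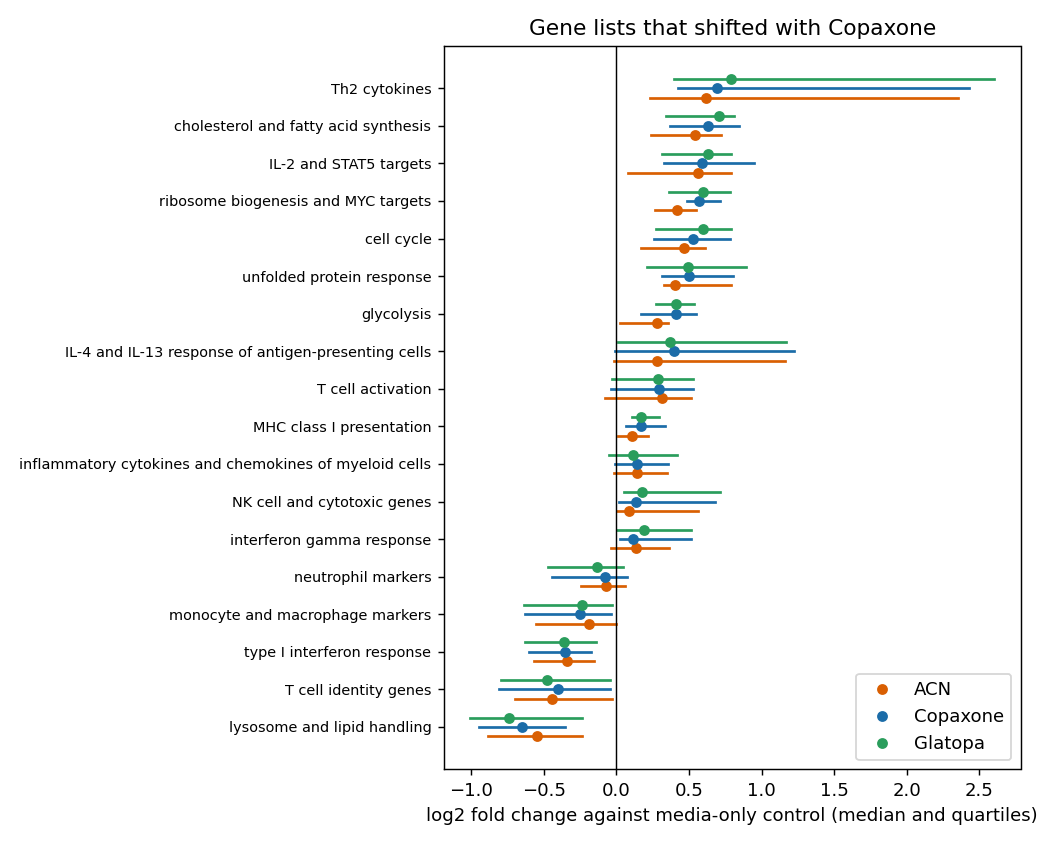
Median log2 fold change of the measured genes of each list, for Copaxone, Glatopa and ACN against the media-only control. Cholesterol and fatty acid synthesis sits highest with Copaxone apart from the Th2 cytokines and lysosome and lipid handling sits lowest.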

### Comparison of differences of induced gene expression between Copaxone and Glatopa or ACN

The same three univariate statistical methods used to compare Copaxone with media-only control were used to examine differences between Copaxone and multiple Glatopa samples (16 samples from four lots) and between Copaxone and ACN (eight samples from one lot). Results of this analysis are also summarized in Table 1. 

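No named gene parted Glatopa from Copaxone after correction over all probes. Tent5a (gene ID 212943), which encodes a poly(A) polymerase, had the smallest p of all probes, at a log2 value of 5.71 ± 0.29 (SD, n = 16) with Glatopa and 6.13 ± 0.19 (SD, n = 17) with Copaxone. The log2 difference was -0.42 (SE 0.08, adjusted p = 0.368 from limma), and 11 of 16 Glatopa samples lay below the lowest Copaxone sample. Esp6, a secreted pheromone peptide, and Actl9, an actin-like protein, differed by -0.17 and -0.17, and Rab5b, a GTPase of early endosomes, by 0.13 (adjusted p = 0.995). At an unadjusted p under 0.05 limma gave 1628 probes, 4.13% of all.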

Comparison of Glatopa samples and Copaxone showed 1626 probes with *P* < 0.05, before controlling for false positives. Permutation testing indicated that the number of differences observed in the original data was not significantly higher than those observed in randomly scrambled data (P = 0.753). 

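The Th2 cytokines were the gene list with a shift between Glatopa and Copaxone in camera, at a median log2 difference of 0.06 with Glatopa above (adjusted p = 0.0228, and adjusted p = 0.754 with an estimated correlation). Of the 9 measured cytokines of that list 0 passed limma over all probes and 1, Il4, when adjusted over the list alone. For most probes the level with Glatopa lay close to that with Copaxone. The 90% confidence interval of the difference lay inside 1.3-fold for 95.3% of the probes, inside 1.2-fold for 90.1% and inside 1.5-fold for 97.9%. Among the 4110 Copaxone-responsive probes these shares were 94.1%, 80.3% and 98.6%. limma called 0 probes, before and after Bonferroni correction in place of Benjamini-Hochberg, and the methods' t-test with Storey q-values also called 0 (1624 at an unadjusted p under 0.05). Without Glatopa lot 4 limma called 1 probe.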

After controlling for false positives, both the FDR at q = 0.05 and FWER using Bonferroni correction at *P* = 0.05 showed that there were no differentially expressed genes between these two groups; thus, Glatopa and Copaxone were equivalent for gene expression changes.

Comparison of gene expression profiles of Copaxone and ACN yielded 3100 probes that were significantly different (P<0.05). 

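Cd1d1 and Clec4d were among the genes that were higher with ACN than with Copaxone. Cd1d1 (gene ID 12479), which presents lipid antigens to NKT cells, was at a log2 value of 7.17 ± 0.13 (SD, n = 8) with ACN and 6.80 ± 0.13 (SD, n = 17) with Copaxone. The log2 difference was 0.37 (SE 0.06, adjusted p = 0.00756 from limma), and all 8 ACN samples lay above the highest Copaxone sample. Clec4d (gene ID 17474), a C-type lectin of myeloid cells, was higher by 0.50 (adjusted p = 0.0359 from limma, 7 of 8 ACN samples above every Copaxone sample), with ACN replicate 4 above the other ACN samples. Ppbp, a platelet chemokine, was higher by 0.57 (adjusted p = 0.0403, 7 of 8), and Fabp3, a fatty acid binding protein, by 0.50 (7 of 8). Of the 24 named genes past limma between ACN and Copaxone, 4 still passed with the methods' t-test and Benjamini-Hochberg. In limma 3158 probes had an unadjusted p under 0.05.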

Control of false positives using FDR resulted in 11 probes with a significant difference between Copaxone and ACN (the corresponding *P* value to q = 0.05 was *P* = 0.0000139), and three probes exhibited a significant difference between Copaxone and ACN using a Bonferroni-corrected *P*-value threshold for control by FWER. Furthermore, the less conservative approach based on permutation testing also indicated significance (*P* = 0.024) when comparing Copaxone and ACN, thereby suggesting that these differences were not caused by random chance.

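Il3, Ifng and Il4 were lower with ACN than with Copaxone. Il3 (gene ID 16187), a growth factor for myeloid cells, was at a log2 value of 8.06 ± 0.29 (SD, n = 8) with ACN, -0.75 from Copaxone (SE 0.10, adjusted p = 0.00177 from limma), and 6 of 8 ACN samples lay below every Copaxone sample. Ifng (gene ID 15978), the interferon of Th1 cells, differed by -0.52 (SE 0.10, adjusted p = 0.0359, 7 of 8). Il4 differed by -0.36 (adjusted p = 0.0342, 5 of 8), and Slpi by -0.68 (5 of 8), with ACN replicate 4 below the other ACN samples. Crtam, a receptor of activated T cells, differed by -0.42, and Uck2, a kinase of pyrimidine salvage, by -0.41. limma called 44 probes, 28 higher and 16 lower with ACN, and 4 after Bonferroni correction. Of the 28 that were higher, 15 carry no gene symbol, a share of 53.6% against 25.3% of all probes. The methods' t-test with Benjamini-Hochberg correction called 11, an intensity trend with a robust prior 3, all 4 groups in one fit 92, and replicate number as a block 42, of which 2 are among the 44. ACN and Copaxone share 2 replicate numbers, and ACN samples of other numbers drop out of the comparison with that block. The count fell to 21, 7, 5, 22 or 28 without ACN replicate 1, 2, 4, 7 or 8, to 4, 28, 6, 18, 28, 5 or 21 without Copaxone lot 2, 3, 4, 5, 6, 7 or 8, and was 62 without Copaxone lot 1.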

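Th2 cytokines and genes of glycolysis, ribosome biogenesis and the cell cycle sat lower as sets with ACN than with Copaxone. The median log2 difference was -0.17 (camera adjusted p = 3.80e-05) in the Th2 cytokines, -0.16 (camera adjusted p = 1.06e-04) in glycolysis, -0.14 (camera adjusted p = 3.34e-06) in ribosome biogenesis and -0.13 (camera adjusted p = 1.18e-07) in the cell cycle. Within these lists the members past limma over all probes were Il3 and Il4, and 3 cytokines, 5 cell cycle genes and 4 ribosome genes were lower when adjusted over the list alone. NK cell and cytotoxic genes were at -0.08 (camera adjusted p = 0.0236). Cholesterol and fatty acid synthesis was at -0.12 (camera adjusted p = 8.99e-05), with adjusted p = 0.0729 with an estimated correlation. The Th1 and Th17 cytokines were at -0.05 (camera adjusted p = 0.0280) and the IL-2 and STAT5 targets at -0.08 (camera adjusted p = 0.0447), each with adjusted p = 0.111 with an estimated correlation, and the IL-2 and STAT5 targets with camera adjusted p = 0.127 after cyclic loess. Lysosome and lipid handling sat higher with ACN, at 0.09 (camera adjusted p = 9.96e-05), as did monocyte and macrophage markers at 0.07 (camera adjusted p = 6.92e-04) and neutrophil markers at 0.03 (camera adjusted p = 0.0361), with 0 members of these lists past limma over all probes. The other 8 of these 11 shifts held with an estimated correlation.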

In summary, these univariate analyses of the probe-level data did not reveal any significant differences in the gene expression between Copaxone and Glatopa; however, a subset of genes was significantly different between Copaxone and ACN, underscoring the sensitivity of the test system and the method of analysis.

### Multivariate statistical analysis

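Genes outside the cytokine and granzyme families were among those that responded to Copaxone by the largest amounts. Klhdc2 (gene ID 69554), an adaptor of a ubiquitin ligase, rose 7.78-fold from 6.07 ± 0.33 (SD, n = 7) to 9.03 ± 0.45 (SD, n = 17), with adjusted p = 3.37e-12 from limma and 17 of 17 Copaxone samples above every media-only sample. St7 (gene ID 64213), a candidate tumor suppressor, rose 7.10-fold (17 of 17), and Hal (gene ID 15109), which degrades histidine, fell 4.22-fold (17 of 17). At an adjusted p under 0.05 from limma and at least a 1.3-fold change, 4110 probes of 2885 genes responded to Copaxone, 2107 higher and 2003 lower.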

Multivariate analyses were first performed based on a subset of 4176 probes that were found to be Copaxone responsive (q-value less than 0.05 and fold change of at least 1.3 when comparing Copaxone and media groups). Other treatment groups were then compared with these 4176 Copaxone-responsive probes for their ability to yield probes with q-values less than 0.05 and fold change greater than 1.3; the results are presented in Table 2. Glatopa yielded a very similar comparison to media to that obtained with Copaxone: 3753 probes led to q-values less than 0.05 and fold change over 1.3. 

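Glatopa moved the genes that Copaxone moved, by similar amounts. With Glatopa Gzma rose 37.3-fold to 11.14 ± 0.32 (SD, n = 16), with adjusted p = 7.75e-20 from limma and all 16 Glatopa samples above every media-only sample. Ccl1 rose 31.4-fold, Penk 8.63-fold and Nfil3 7.16-fold, and Gbp11, an interferon-induced GTPase, rose 4.90-fold (16 of 16). Apoe fell 6.61-fold, Ramp3 5.33-fold and Gpnmb 4.58-fold. Of the Copaxone-responsive probes 3659, of 2560 genes, differed between Glatopa and media-only control at these limits, with p adjusted within these probes, 1806 higher and 1853 lower. The probes were chosen with the same media-only samples, so this count is not independent of the choice. Across all probes the log2 fold changes of Copaxone and of Glatopa had a correlation of 0.95 across genes, which are not independent replicates. The media-only samples they share give 0.700 in simulations with no treatment effect, and the covariance was 0.0717 against 0.00922 in these simulations. With 4 media-only samples for Copaxone and the other 3 for Glatopa the correlation was 0.747. No media-only sample is shared there, so the simulated 0.700 is not the value to set beside it. Of the probes called against media-only control 2938 were higher with both and 2664 lower with both, and 0 were opposite, where lists of these sizes share 1720 and 1391 probes, with 2 opposite, in simulations with no treatment effect and the same media-only samples in both comparisons, and independent lists share 355.0 and 252. Over all probes and with no limit on the fold change limma called 7453 probes for Glatopa, 4077 higher and 3376 lower, a share of 54.7% higher that was 44.6% after cyclic loess normalization (3211 higher and 3991 lower).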

The nonequivalent glatiramoid control ACN also gave a significant difference to media with 2608 probes. 

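ACN moved many of the same genes against the media-only control. Gzma rose 26.6-fold to 10.66 ± 0.20 (SD, n = 8), with adjusted p = 1.96e-13 from limma and all 8 ACN samples above every media-only sample. Ccl1 rose 23.2-fold, Klhdc2 7.87-fold, St7 7.26-fold and Gadd45g, a stress-response gene, 4.64-fold. Apoe fell 4.84-fold, Gpnmb 3.88-fold and Ccl5 3.61-fold. Of the Copaxone-responsive probes 2611, of 1907 genes, changed with ACN, 1317 higher and 1294 lower, and over all probes limma called 2793, 1470 higher and 1323 lower. With lot as a random block, where ACN is 1 lot, it called 890, and 34 of 120 named genes no longer passed. Each media-only sample was its own block there, so lot and group coincide for ACN and this fit cannot measure variation between lots. After cyclic loess normalization 1105 of those called were higher and 1632 lower, 40.4% higher in place of 52.6%. The log2 fold changes of ACN and Copaxone had a correlation of 0.892 across genes, where the shared media-only samples give 0.613 in simulations. With 4 media-only samples for Copaxone and the other 3 for ACN the correlation was 0.686. No media-only sample is shared there, so the simulated 0.613 is not the value to set beside it.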

The response to ACN was also found to be significantly different than the responses to Copaxone (66 probes) and Glatopa (153 probes), yet none of the Copaxone-responsive probes were found to be significantly different when comparing Glatopa with Copaxone. These results show that the Copaxone-response signature of 4176 probes can significantly distinguish between GA (Copaxone or Glatopa) and a nonequivalent glatiramoid control (ACN), yet does not yield any significant difference between Copaxone and Glatopa.

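Il3 and Slpi lay lower with ACN than with Glatopa, and monocyte and macrophage markers lay higher as a set. Il3 differed by -0.94 (SE 0.11, adjusted p = 2.19e-04 from limma, all 8 ACN samples below every Glatopa sample) and Slpi by -0.75 (all 8). Xcl1 (gene ID 16963), a chemokine of T and NK cells, differed by -0.58 (adjusted p = 0.00700 from limma, 4 of 8), Ccl3 (gene ID 20302), a chemokine of macrophages and T cells, by -1.27 (0.0426, 3 of 8), and Tgm2, transglutaminase 2, by -0.49 (0.00554, 5 of 8). Lyz2, the lysozyme of macrophages, was 0.65 higher (0.0308, 3 of 8) and Ccdc82, a coiled-coil protein, 0.81 higher (0.0130, 8 of 8). The chemokine Ppbp was 0.54 higher (0.0170, 6 of 8). Of 28 monocyte and macrophage markers 3 were higher and 0 lower (6 and 0 when adjusted over the list alone, camera adjusted p = 1.97e-04), and of 22 inflammatory cytokines and chemokines 1 was higher and 1 lower, with no shift as a set (camera adjusted p = 0.977). Among the Copaxone-responsive probes limma called 130 between ACN and Copaxone, of 71 genes, 110 higher and 20 lower, and 243 between ACN and Glatopa, of 142 genes, 202 higher and 41 lower. Between Glatopa and Copaxone it called 1, Tent5a, with an adjusted p of 0.0424 within these probes, where media-only replicate 4 lay below the other media-only samples. The responsive probes were chosen with the same Copaxone samples, which favours calls against Copaxone. Neither count against Copaxone is thus independent of the choice. Over all probes ACN and Glatopa differed at 268, 195 higher and 73 lower. That count was 178 with all 4 groups in one fit, 141 with the methods' t-test and 589 with replicate number as a block, which sets aside ACN samples whose number Glatopa lacks. It was 92 or 176 without ACN replicate 4 or 8 and 120, 82 or 93 without Glatopa lot 2, 3 or 4.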

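The response to ACN had the direction of the response to Copaxone and was smaller. Of the 243 responsive probes called between ACN and Glatopa, whose samples had no part in the choice of these probes, 241 lay nearer to the media-only level with ACN. To measure the size of the response, probes were chosen on part of the Copaxone and media-only samples and the slope on that response was taken in the remaining samples. Copaxone samples are numbered 1 or 2 within a lot, so chosen and remaining samples come mostly from the same lots. Where odd-numbered samples served for the choice, the remaining Copaxone samples are all replicate 2. With 3629 probes chosen on odd-numbered samples, the slope was 0.819 ± 0.0480 (SD, n = 8) for Copaxone, 0.878 ± 0.0541 (SD, n = 16) for Glatopa and 0.706 ± 0.122 (SD, n = 8) for ACN, 86.2% of that of Copaxone. In exact permutation tests, two-sided, ACN differed from Copaxone with p = 0.0176 (adjusted p = 0.0211) and from Glatopa with p = 3.54e-05, and Glatopa lay above Copaxone with p = 0.0176. With 2911 probes chosen on even-numbered samples, the slopes were 0.817, 0.841 and 0.635, the last 77.8% of that of Copaxone, and the exact permutation p was 4.11e-05 between ACN and Copaxone and 0.230 between Glatopa and Copaxone. ACN replicate 4 had the lowest slope of the ACN samples in both sets, 0.460 and 0.418, and stood apart from the others in the second. Without it the ACN slope was 90.5% of that of Copaxone (exact permutation p = 0.0328) and 81.6% (exact permutation p = 8.74e-05). All 8 ACN samples are of 1 lot, so these p values measure the spread between samples and not between lots of ACN. From the counts of responsive probes, the paper concludes that the Copaxone-response signature distinguishes GA from the nonequivalent control and gives no significant difference between Copaxone and Glatopa.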

**Table 2:** Number of significantly perturbed probes (q-value < 0.05 and fold change > 1.3) when comparing sample groups. An initial set of 4176 probes was detected by comparing Copaxone and media groups. This set yielded significant differences between Glatopa and media and between nonequivalent glatiramoid ACN and glatiramer acetate (Copaxone or Glatopa), but no significant difference between Copaxone and Glatopa.

	Copaxone	Glatopa	ACN	Media
Copaxone	—	0	66	4176
Glatopa	0	—	153	3753
ACN	66	153	—	2608
Media	4176	3753	2608	—

The results presented in Table 3, which are based on multivariate statistic t, corroborated results of Table 2. Based on permutation testing, which preserves gene coexpression, Table 3 showed a significant difference between Glatopa and media, a significant difference between ACN and media, a significant difference between GA (Copaxone or Glatopa) and ACN, and no significant difference between Copaxone and Glatopa (*P* = 0.5). 

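The multivariate statistic divides the mean dissimilarity, 1 minus Pearson's correlation, between samples of unlike groups by the sum of the mean dissimilarities within the groups, and is 0.500 where these means are all equal. Over the Copaxone-responsive probes the statistic was 1.99 between Copaxone and media-only control (p = 1.00e-05), 2.03 between Glatopa and media-only control (p = 2.00e-05) and 1.35 between ACN and media-only control (p = 1.50e-04), in one-sided permutation tests with 100000 resamples. It was 0.577 between ACN and Copaxone (p = 1.20e-04) and 0.593 between ACN and Glatopa (p = 1.00e-05) in the same permutation tests. The p of 1.00e-05 is the smallest that these resamples can give. ACN and media-only samples have 6435 splits, for which the smallest exact permutation p is 1.55e-04, so the 1.50e-04 is at its floor too. Between Glatopa and Copaxone the statistic was 0.500 (permutation p = 0.407). The probes were chosen with these Copaxone and media-only samples, which favours the real groups in each comparison that holds either group. Those p values are therefore not independent of the choice. The samples of ACN and Glatopa had no part in it.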

The MDS plot (Fig 3) provides a visual illustration of these conclusions based on the 4176 Copaxone-responsive probes. There is clear separation between media and the three other groups (ACN, Glatopa, and Copaxone) and separation between ACN and GA (Copaxone or Glatopa), but there is no meaningful separation between Copaxone and Glatopa.

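On the first MDS axis over the Copaxone-responsive probes, the mean position was 0.0219 for the 17 Copaxone samples, 0.0210 for the 16 Glatopa samples, -0.00646 for the 8 ACN samples and -0.0937 for the 7 media-only samples. ACN differed from Copaxone by -0.0283 (exact permutation p = 4.62e-05, two-sided) and from Glatopa by -0.0274 (exact permutation p = 5.44e-06). The probes were chosen with these Copaxone and media-only samples, so the p against Copaxone is not independent of the choice. On the first axis over all probes, ACN and Copaxone had an exact permutation p of 0.178. Glatopa and Copaxone differed by -8.91e-04 (permutation p = 0.838).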

**Table 3:** *P*-values for multivariate statistic t inferred by permutation control (10^5^ random assignments of samples between compared groups) based on the 4176 Copaxone-responsive probes. In agreement with results presented in Table 2, there were significant differences when comparing Copaxone with media, Glatopa with media, nonequivalent glatiramoid ACN with media, and ACN with glatiramer acetate (Copaxone or Glatopa), but no significant difference for Copaxone vs Glatopa.

	Copaxone	Glatopa	ACN	Media
Copaxone	—	0.5	0.0009	0.0001
Glatopa	0.5	—	0.0001	0.0001
ACN	0.0009	0.0001	—	0.001
Media	0.0001	0.0001	0.001	—

**Fig 3:**
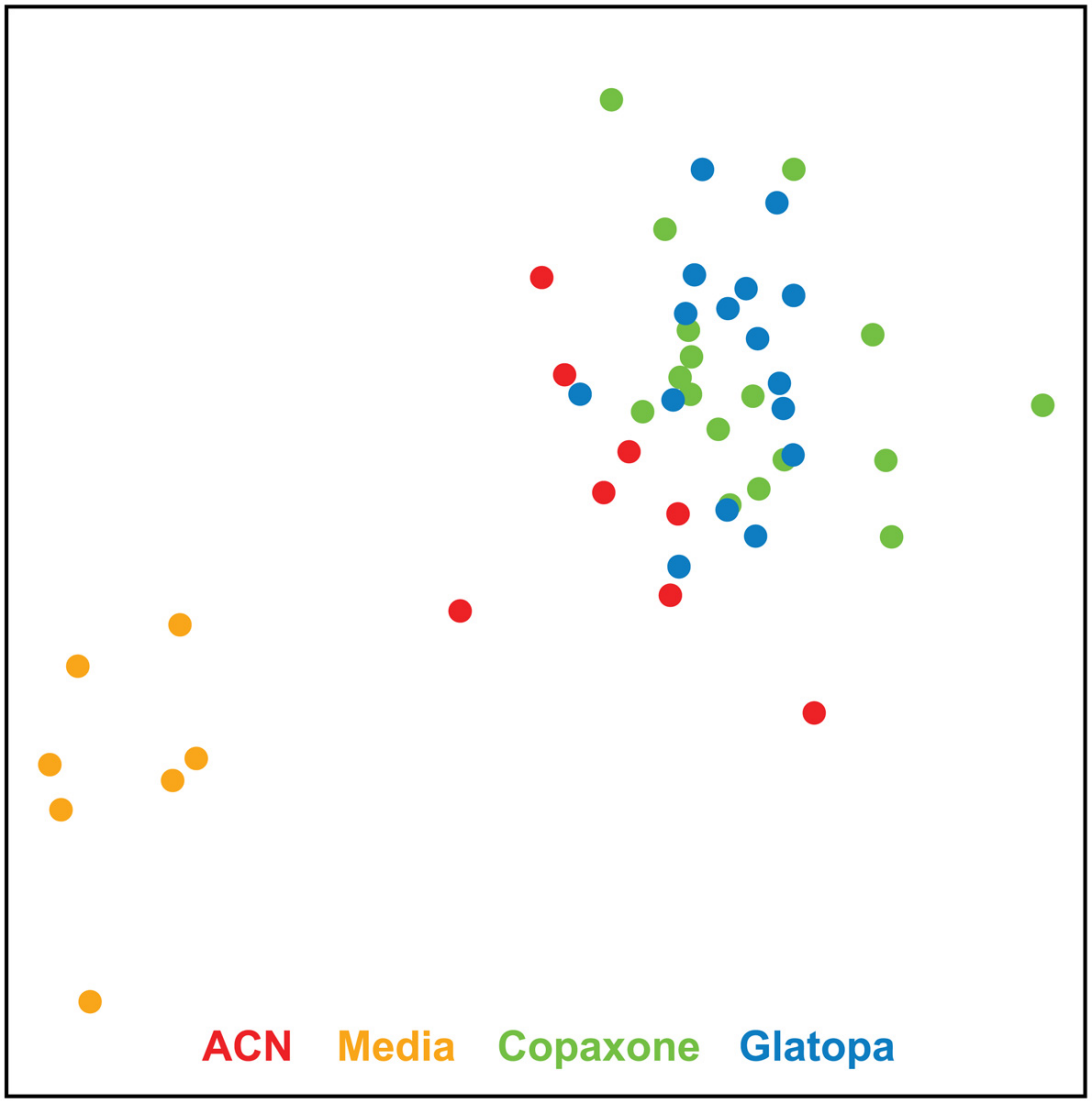
MDS plots based on the 4176 Copaxone-responsive probes. As expected, clear separation is obtained between Copaxone and media groups. There is also clear separation between media and copolymer groups (ACN, Copaxone, or Glatopa), some separation between GA (Copaxone or Glatopa) and ACN and no visible separation between Copaxone and Glatopa. ACN, acetonitrile nonconforming copolymer; GA, glatiramer acetate; MDS, multidimensional scaling.

Results presented in Tables 2 and 3 demonstrate that gene expression responses to Copaxone and Glatopa were not significantly different even though probes utilized to test for such response are sensitive enough to distinguish between GA (Copaxone or Glatopa) and a nonequivalent glatiramoid (ACN). To investigate whether any gene expression differences outside of Copaxone response might exist between Copaxone and Glatopa, all transcripts were considered rather than only those responsive to Copaxone. Statistical results are presented in Fig 4. Fig 4A shows that there is no overrepresentation of small t-test *P*-values when comparing Copaxone and Glatopa, and this was confirmed by no q-value less than 0.99 for this group comparison. 

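Few probes had a large difference between Glatopa and Copaxone. The means were more than 1.3-fold apart at 356 probes and more than 1.5-fold apart at 78. Among the Copaxone-responsive probes these numbers were 26 and 4. The smallest Storey q-value from the methods' t-test was 0.776.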

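Over all probes the mean dissimilarity between arrays was 0.0269 among the 17 Copaxone samples and 0.0213 among the 16 Glatopa samples. Between a Glatopa and a Copaxone sample it was 0.0241, which lies between these values. For ACN and Copaxone the one-sided permutation test over all probes gave p = 0.178, and for ACN and Glatopa p = 5.90e-04.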

A more stringent statistical evaluation, one which takes into account coexpression between genes, was obtained by using multivariate statistic t; Fig 4B shows no statistically significant difference between Copaxone and Glatopa based on all probes (*P* = 0.38). Fig 5 provides visual illustrations for the lack of significant difference between Copaxone and Glatopa based on all probes. The MDS plot (Fig 5A) shows clear separation between media and GA (Copaxone or Glatopa) but no separation between Copaxone and Glatopa, while samples corresponding to ACN treatment tend to fall between media and GA samples. Likewise, hierarchical clustering (Fig 5B) yields clear separation between media and GA but no obvious separation between Copaxone and Glatopa. 

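The mean position on the first MDS axis over all probes was 0.00565 for Copaxone, 0.00331 for Glatopa, -3.56e-04 for ACN and -0.0209 for the media-only control. The 8 ACN samples differed from the 7 media-only samples by 0.0205 (exact permutation p = 3.11e-04, two-sided). They lay on the media-only side of Copaxone by 0.00600 (exact permutation p = 0.178) and of Glatopa by 0.00366 (exact permutation p = 0.113), differences that the spread between samples does not exclude.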

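With Ward linkage, the division into 2 clusters set the 7 media-only samples apart from all 17 Copaxone, 16 Glatopa and 8 ACN samples. Average linkage parted 1 media-only sample from the remaining samples.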

Unlike MDS, hierarchical clustering does not suggest separation of ACN samples from GA-treated samples. 

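At 4 clusters, 1 cluster held 12 Copaxone, 13 Glatopa and 6 ACN samples. Another held 3 Copaxone and 2 ACN samples, another 2 Copaxone and 3 Glatopa samples, and the last the 7 media-only samples.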

Fig 5C shows the results of PCA. The media-only control groups were well separated from the GA groups. Comparison of the mean level of principal component 1 between the media-only control group and each treatment group indicated *P* < 0.001 (t-test). 

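Principal component 1 held 9.72% of the variance over all probes, and its mean was 29.9 ± 22.1 (SD, n = 17) for Copaxone, 30.8 ± 15.0 (SD, n = 16) for Glatopa, -8.32 ± 29.6 (SD, n = 8) for ACN and -133 ± 34.9 (SD, n = 7) for the media-only control. Every treated sample lay above every media-only sample. Against the media-only control the exact permutation p, two-sided, was 2.89e-06 for Copaxone and 4.08e-06 for Glatopa, each the smallest their splits can give, and 3.11e-04 for ACN. ACN differed from Copaxone by -38.2 (exact permutation p = 6.03e-04), with 4 of 8 ACN samples below every Copaxone sample, and from Glatopa by -39.1 (exact permutation p = 1.09e-04).

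**Figure D2:**
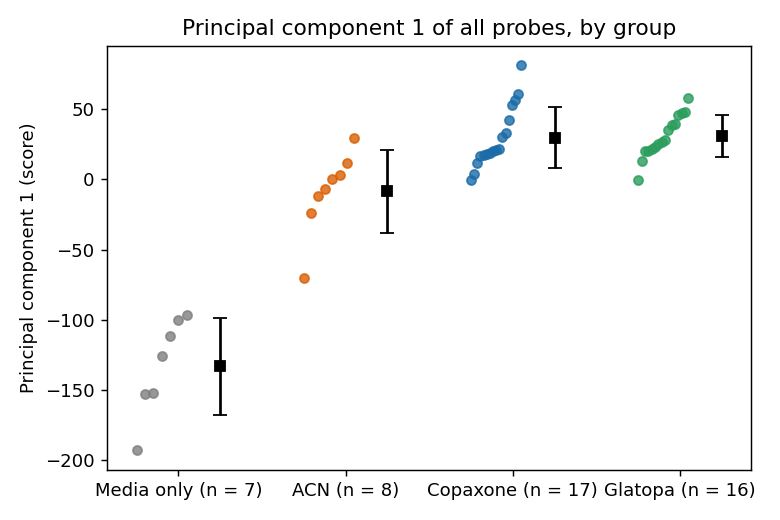
Score of each sample on principal component 1 by group, with the group mean and SD. The 7 media-only samples lie below all treated samples.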

Copaxone and Glatopa could not be distinguished from each other (*P* = 0.911). 

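The mean scores of Glatopa and Copaxone differed by 0.841, against an SD of 15.0 or more within each group (permutation p = 0.899, two-sided).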

To summarize the findings of multiple multivariate statistical analysis methods, using appropriate permutation control, there were no significant difference between Copaxone and Glatopa; however, these same analysis methods indicated differences between Copaxone and ACN.

**Fig 4:**
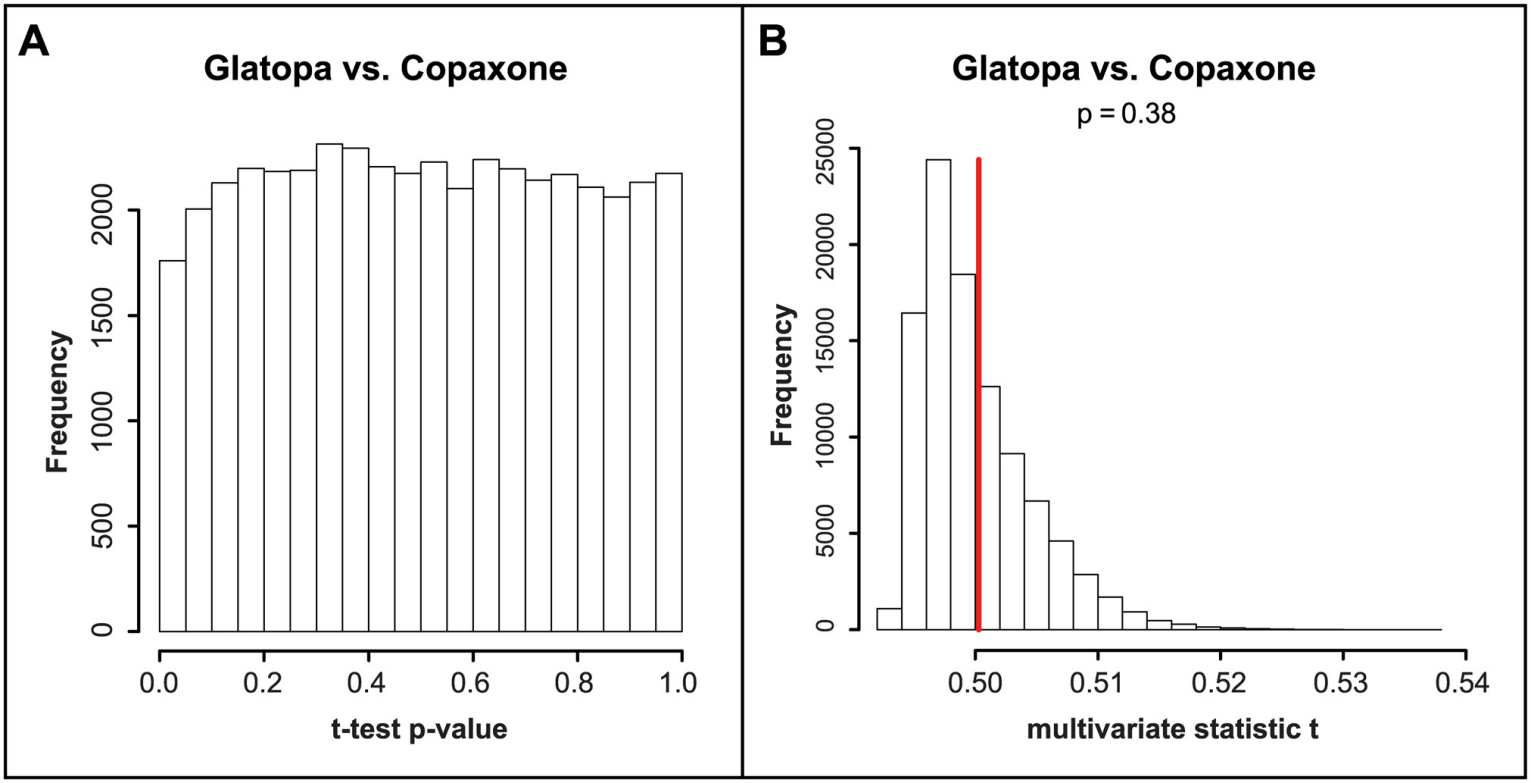
Statistical comparisons between Copaxone and Glatopa based on all probes. **A:** distribution of t-test *P*-values across all array spots. The proportion of small *P*-values (*P* < 0.05) is small and the largest obtained q-value is greater than 0.99. **B:** multivariate statistic t (MVT) results. The observed value of MVT for Copaxone vs Glatopa is not significantly large as compared to values expected when randomly mixing samples between these two groups (*P* = 0.38).

**Fig 5:**
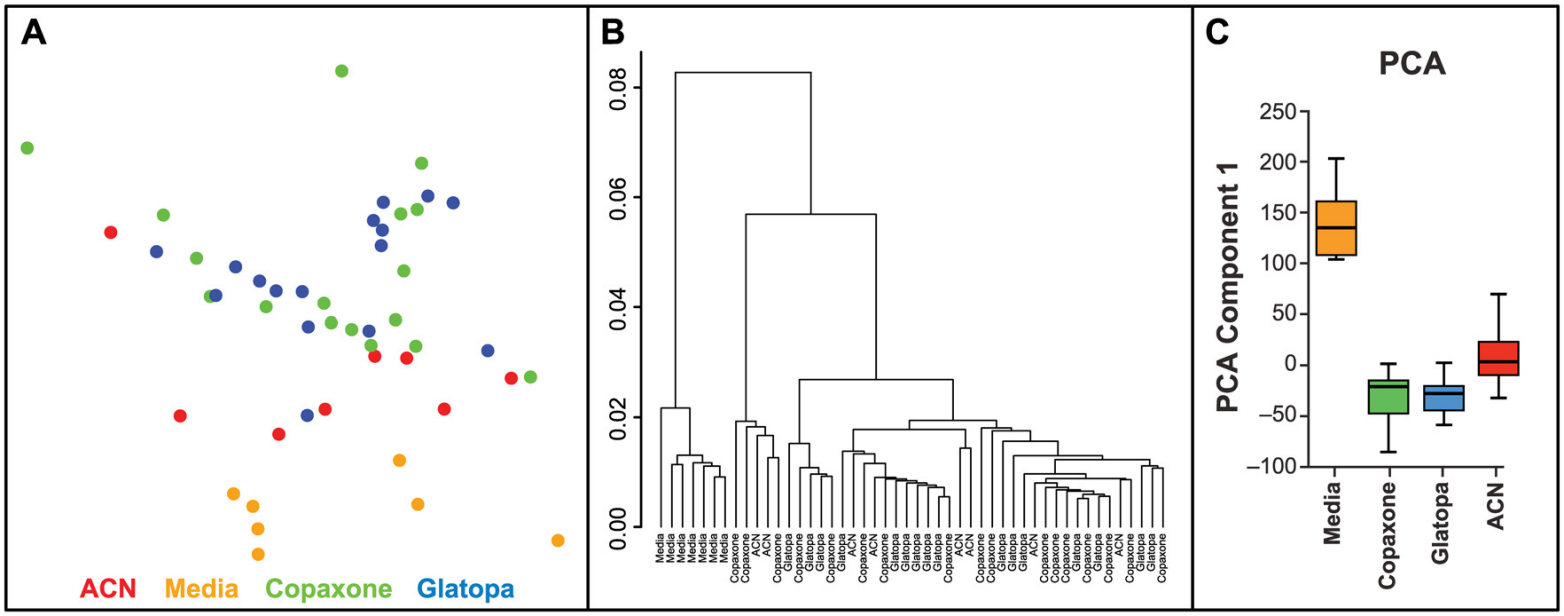
Visual comparisons between Copaxone, Glatopa and ACN treatment groups based on all probes. **A:** The MDS plot shows separation between glatiramer acetate (GA; Copaxone or Glatopa) and media, separation between ACN and media, and no separation between Copaxone and Glatopa. **B:** Hierarchical clustering yields separation between GA (Copaxone or Glatopa) or ACN and media and no separation between Copaxone and Glatopa. **C:** Box plot of principal component analysis (PCA) component 1. Includes samples from media control, Copaxone, Glatopa, and ACN.

### Comparative analysis across transcripts relevant to known biological action of GA

Multiple types of statistical analyses showed that Copaxone and Glatopa were indistinguishable in the test system using Th2-polarized T cells. Therefore, for additional analysis, we focused on sets of transcripts relevant to antigen presentation and T-cell biology and relevant to the current consensus on the mechanisms of action of GA in the treatment of MS related to these two immune system cell types.

T-helper cell differentiation can be induced by T-cell receptor stimulation by APCs. In our study, APCs (naive splenocytes) were mixed with T cells derived from GA-immunized mouse lymph nodes to provide T-cell receptor stimulation. APCs process the GA copolymer, load major histocompatibility complex II (MHC II) receptors with peptide fragments, and present these peptides to T cells. In the context of T-cell stimulation and differentiation, several cytokines can induce T-cell polarization toward a Th2 or a Th1 phenotype. Fig 6 shows a pathway diagram of Th1 and Th2 T-cell polarization, created using literature surrounding T-helper cell differentiation and studies with GA stimulation of T-cell populations.[3,4,8,10,17,29–34]. T-helper cells differentiate toward a Th2 phenotype and produce a Th2 response in the presence of the cytokine IL-4 and T-cell receptor stimulation by MHC II molecules. Th2 cells themselves also produce IL-4. In our study, we observed increased IL-4 expression when cells were stimulated with GA. 

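Il4 (gene ID 16189), the cytokine that drives Th2 cells, rose from a log2 value of 5.43 ± 0.11 (SD, n = 7) in the media-only control to 7.85 ± 0.15 (SD, n = 17) with Copaxone, a 5.38-fold rise (log2 fold change 2.43, SE 0.06, adjusted p = 1.53e-19 from limma). With Glatopa it reached 8.03 ± 0.15 (SD, n = 16), a 6.08-fold rise, and with ACN 7.49 ± 0.15 (SD, n = 8), a 4.19-fold rise. Every treated sample lay above the highest media-only sample.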

IL-4 signals through its cognate IL-4 receptor, activating the JAK/STAT pathway, specifically STAT6. STAT6 is regulated by phosphorylation in the cytoplasm, then translocates to the nucleus to induce activation of another transcription factor, GATA3. 

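Stat6 (gene ID 20852), the transcription factor downstream of the IL-4 receptor, had a log2 value of 7.17 ± 0.21 (SD, n = 17) with Copaxone and 7.25 ± 0.17 (SD, n = 7) in the media-only control, a log2 fold change of -0.08 (SE 0.09, adjusted p = 0.663 from limma). Gata3 (gene ID 14462), the regulator of Th2 identity, had a log2 fold change of 0.03 (SE 0.12, adjusted p = 0.918 from limma). Of 13 Th2 factors and surface markers 3 rose and 0 fell with Copaxone (3 and 0 when adjusted over the list alone): Nfil3, Batf and Il4ra. The list did not shift as a set in camera (adjusted p = 0.0740).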

Consistent with posttranslational regulation by the phosphorylation of STAT6 and GATA3, no changes were observed in gene expression of these signaling molecules. These transcription factors, however, can induce and inhibit an array of genes further downstream of the signaling cascade. As expected, STAT6/GATA3 induced increases in expression of the Th2 cytokines IL-3, IL-4, IL-5, and IL-13; the MHC II family genes; and IL-4R. Similarly, decreases were observed in the expression of other STAT6/GATA3-regulated genes, such as S100A10, ICOSLG, and LTB. This subset of genes can be considered GA treatment-specific markers for the Th2-polarized T-cell test system, and our observation of changes in the gene expression of these markers is consistent with the literature regarding Th2 cells and the purported mechanisms of GA on immune cells [3,4,7,8,10,17,29–34].

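Th2 cytokines rose with Copaxone, and MHC II genes went both ways. Il13 (gene ID 16163) rose 16.7-fold, from 5.61 ± 0.16 (SD, n = 7) to 9.68 ± 1.00 (SD, n = 17), with adjusted p = 4.23e-09 from limma and all 17 Copaxone samples above the media-only samples. Il5 (gene ID 16191), a growth factor for eosinophils, rose 5.17-fold, from 7.17 ± 0.11 to 9.54 ± 0.53 (adjusted p = 7.84e-10, all 17). Il10 (gene ID 16153) rose 1.61-fold (all 17). Of 9 measured Th2 cytokines 7 rose and 0 fell (7 and 0 when adjusted over the list alone), a shift with camera adjusted p = 2.72e-13 and, with an estimated correlation, 2.51e-04. H2-DMb2 and H2-DMa, which load peptides on MHC II, rose by 0.97 and 0.81, and H2-Ab1, an MHC II beta chain, by 0.63 (SE 0.12, 16 of 17 above every media-only sample), with media-only replicate 6 below the other media-only samples. H2-Eb2 fell, at -0.31, with media-only replicate 7 low, and H2-Ob, which restrains peptide loading, fell, at -0.73 (adjusted p = 0.0373). Of 17 genes of MHC II antigen presentation 8 rose and 6 fell (9 and 6 when adjusted over the list alone), and the list did not shift as a set (camera adjusted p = 0.419). Il4ra (gene ID 16190), the IL-4 receptor chain, rose by 0.33 (SE 0.09, adjusted p = 0.00950 from limma, 14 of 17) at 1 of its 2 probes.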

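Icosl (gene ID 50723), the ligand of the T cell costimulator ICOS, fell 3.79-fold with Copaxone, from 8.67 ± 0.15 (SD, n = 7) to 6.75 ± 0.23 (SD, n = 17), with adjusted p = 1.98e-14 from limma. S100a10 (gene ID 20194), an annexin-binding protein, fell 2.51-fold (SE of the log2 fold change 0.09, adjusted p = 8.65e-11). Ltb (gene ID 16994), lymphotoxin beta, fell 2.04-fold (SE 0.12, adjusted p = 5.54e-07). For each of the 3 genes all 17 Copaxone samples lay below the lowest media-only sample.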

**Fig 6:**
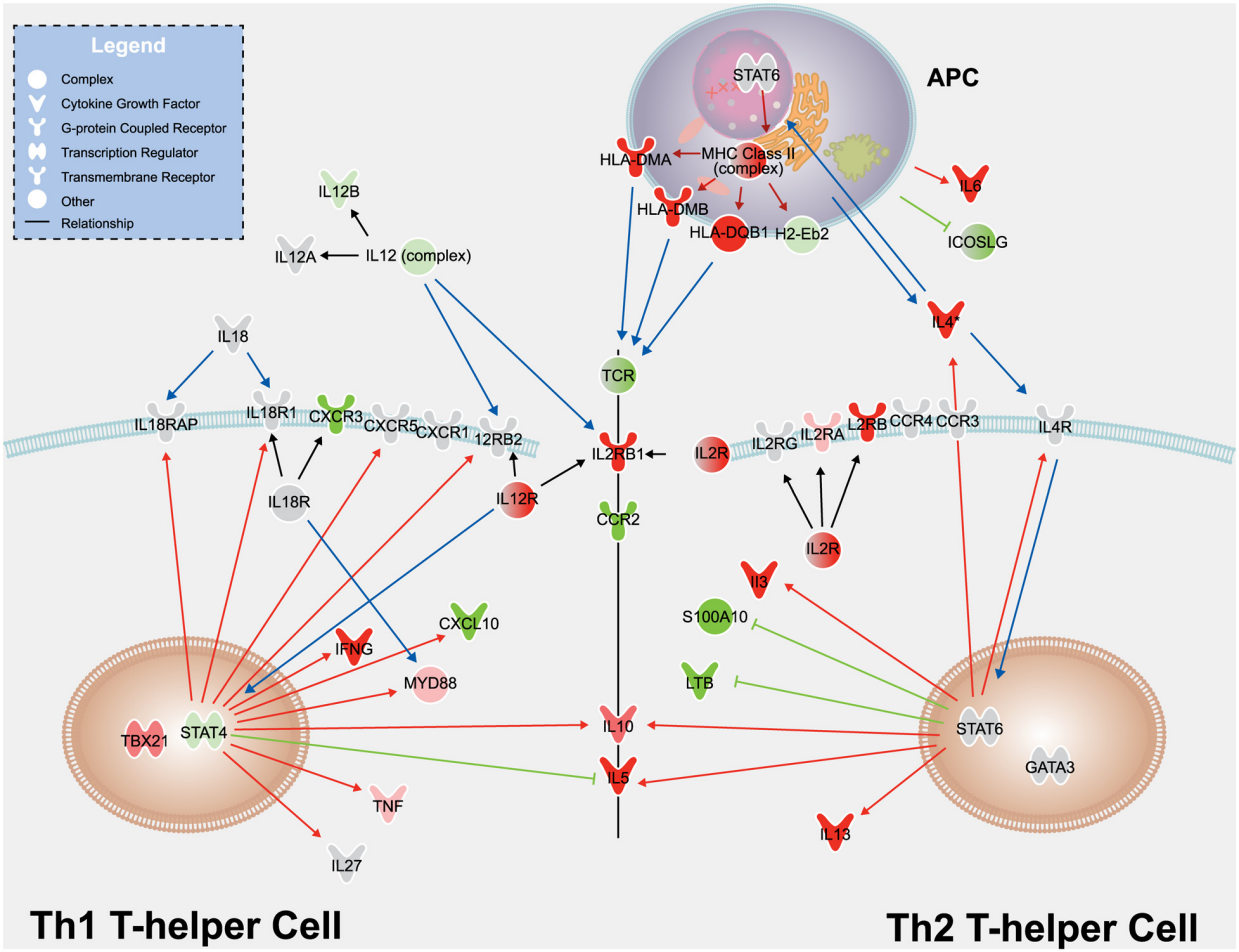
T-helper cell pathway diagram. Transcripts measured in the current study are shown in the diagram as nodes and are colored based on the differences observed when cells are stimulated with Copaxone in comparison with cell culture media alone (*P* < 1e-3 [Student’s t-test]; red for increase, green for decrease). Molecules with *P* > 1e-3 are shown in gray. Genes refer to the human ortholog. Human HLA-DMA, HLA-DMB, and HLA-DQB1 represent murine H2-Dma, H2-Dmb2, and H2-Ab1, respectively. Blue arrows show the flow of activation by major Th1- and Th2-influencing molecules in the pathway. For example, APCs produce IL-4, which binds to and activates the IL-4 receptor, leading to the phosphorylation and activation of the transcription factor STAT6. Red and green arrows show the expected transcriptional outcomes of Th1 and Th2 polarization; red and green arrows indicate that activation will cause the transcript to increase and decrease, respectively. Expected transcriptional outcomes are based on reports in the literature on Th1/Th2 T-cell polarization and on studies conducted with GA [3,4,8,10,17,29–34]. Gray lines indicate members of a group. APCs, antigen-presenting cells; CXCR1, chemokine (C-X-C motif) receptor 1; CXCR3, chemokine (C-X-C motif) receptor 3; CXCR5, chemokine (C-X-C motif) receptor 5; CXCL10, chemokine (C-X-C motif) ligand 10; GA, glatiramer acetate; HLADMA, major histocompatibility complex class II, DM alpha; HLADMB, major histocompatibility complex class II, DM beta; HLADQB1, major histocompatibility complex class II, DQ beta 1; ICOSLG, inducible T-cell costimulatory ligand; IL-4, interleukin-4; MHC class II, major histocompatibility complex class II; LTB, lymphotoxin beta (tumor necrosis factor superfamily, member 3); MYD, myeloid differentiation primary response protein; S100A10, S100 calcium-binding protein A10; STAT, signal transducer and activator of transcription; TCR, T-cell receptor; Th, T-helper.

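Among the genes of Th1 cells in the diagram some rose and others fell with Copaxone. Ifng (gene ID 15978) rose 2.09-fold with Copaxone (adjusted p = 3.49e-08 from limma, 17 of 17 samples above every media-only sample), Tbx21 (gene ID 57765), the regulator of Th1 identity, 1.52-fold (2.87e-06, 17 of 17), with media-only replicate 6 low, and Tnf 1.23-fold (0.00180, 15 of 17). Of 16 Th1 and Th17 cytokines and factors 4 rose and 3 fell (4 and 3 when adjusted over the list alone), and the list did not shift as a set (camera adjusted p = 0.382). The rises were those genes and Eomes, by 0.77, and the falls were Ccr6 (-1.03, with media-only replicate 7 low), Cxcr3 (-0.56) and Stat4 (-0.29). Of 39 nodes of Fig 6, 38 have a named probe. At the t-test limit of the legend, 15 of the 38 rose, 9 fell and 14 did not pass, and at an adjusted p under 0.05 from limma 17 rose and 11 fell. Myd88, an adaptor of Toll-like receptors, rose by 0.25 (adjusted p = 0.00964), and the chemokine receptors Cxcr5 and Cxcr1 fell, at -0.26 and -0.20 (adjusted p = 0.0300 and 0.0469 from limma).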

To complement the earlier analysis (Table 1) on changes to global gene expression profiling, the expression levels for these specific marker genes were compared for Copaxone, Glatopa, and the media-only control. Table 4 depicts the log2-fold change for Copaxone and Glatopa compared with media for a subset of microarray probes corresponding to the marker genes highlighted as nodes in the pathway diagram. 

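Table 4 lists 19 genes of the pathway diagram, whose values in the paper had been seen before the files were analysed. Their log2 fold changes had the same sign with Copaxone and with Glatopa for all 19, and limma called all 19 with each of them and 18 with ACN. H2-DMa is the gene not called with ACN, at 0.55 (SE 0.17, adjusted p = 0.0569 from limma), where the difference from Copaxone was -0.26 (adjusted p = 0.682). The absolute change was larger with Glatopa than with Copaxone in 13 of the 19 genes.

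**Figure D3:**
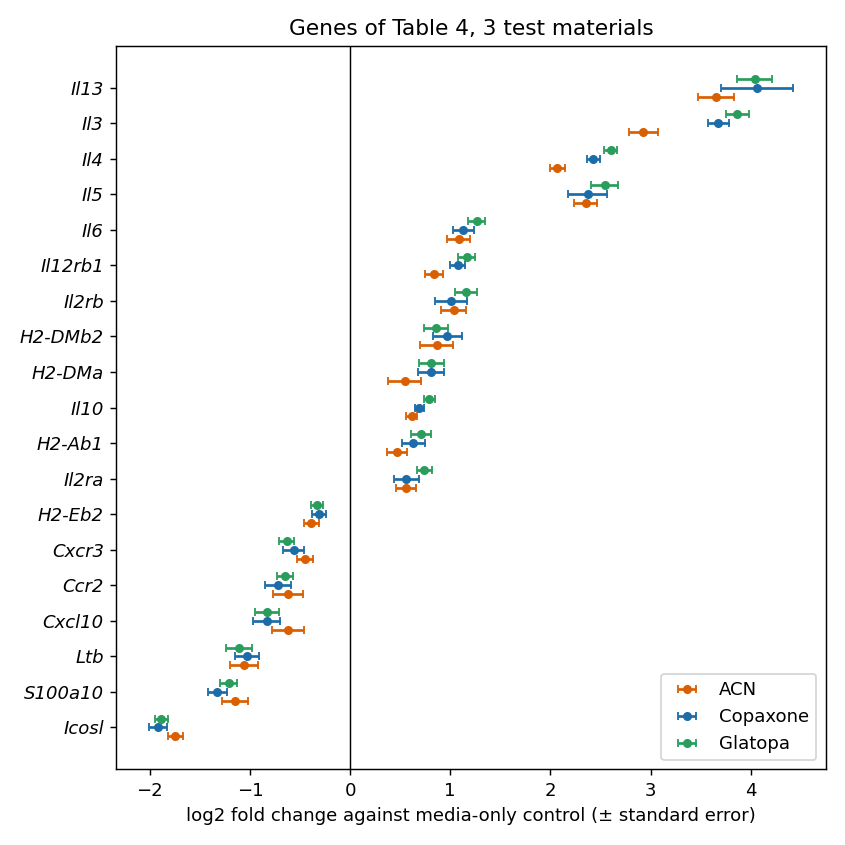
Log2 fold change against the media-only control of the genes of Table 4, with Copaxone, Glatopa and ACN. The points of Copaxone and Glatopa lie at most 0.19 apart for every gene.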

Copaxone and Glatopa showed similar directional fold changes in gene expression compared with the media-only control and were not distinguished from each other when a subset of genes was evaluated. Table 5 lists *P*-values and log2-fold differences for Glatopa compared with Copaxone.

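The largest difference between Glatopa and Copaxone among these genes was that of Il3, at 0.19 (SE 0.08, adjusted p = 0.995 from limma), with Glatopa above. Il2ra, the alpha chain of the IL-2 receptor, differed by 0.18 and Il10 by 0.10. limma called 0 of the 19 genes over all probes, 4 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone.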

**Table 4:** Gene expression levels in Th2-polarized cells exposed to Copaxone and Glatopa vs media alone.

Symbol	Gene Name	Copaxone log_2_ fold difference*	Glatopa log_2_ fold difference*
**CCR2**	Chemokine (C-C motif) receptor 2	–0.7	–0.7
**CXCL10**	Chemokine (C-X-C motif) ligand 10	–0.8	–0.8
**CXCR3**	Chemokine (C-X-C motif) receptor 3	–0.6	–0.6
**H2-Eb2**	Histocompatibility complex class II antigen E beta 2	–0.3	–0.3
**HLADMA**	Major histocompatibility complex class II, DM alpha	0.8	0.8
**HLADMB**	Major histocompatibility complex class II, DM beta	1.0	0.9
**HLADQB1**	Major histocompatibility complex class II, DQ beta 1	0.6	0.7
**ICOSLG**	Inducible T-cell costimulatory ligand	–1.9	–1.9
**IL-10**	Interleukin-10	0.7	0.8
**IL-12RB1**	Interleukin-12 receptor, beta 1	1.1	1.2
**IL-13**	Interleukin-13	4.1	4.0
**IL-2RA**	Interleukin-2 receptor, alpha	0.6	0.7
**IL-2RB**	Interleukin-2 receptor, beta	1.0	1.2
**IL-3**	Interleukin-3	3.7	3.9
**IL-4**	Interleukin-4	2.4	2.6
**IL-5**	Interleukin-5 (colony-stimulating factor, eosinophil)	2.4	2.5
**IL-6**	Interleukin-6 (interferon, beta 2)	1.1	1.3
**LTB**	Lymphotoxin beta (tumor necrosis factor superfamily, member 3)	–1.0	–1.1
**S100A10**	S100 calcium-binding protein A10	–1.3	–1.2

Th, T-helper.

*Log2 of the fold difference in mean expression for the indicated test material compared with media alone.

**Table 5:** Gene expression levels in Th2-polarized cells exposed to Glatopa vs Copaxone.

Symbol	Gene Name	Glatopa *P*-value*	Log_2_ Fold difference vs Copaxone†
**CCR2**	Chemokine (C-C motif) receptor 2	0.473896	0.1
**CXCL10**	Chemokine (C-X-C motif) ligand 10	0.956119	0.0
**CXCR3**	Chemokine (C-X-C motif receptor 3	0.360223	–0.1
**H2-Eb2**	Histocompatibility 2 class II antigen E beta 2	0.768097	0.0
**HLADMA**	Major histocompatibility complex class II, DM alpha	0.977577	0.0
**HLADMB**	Major histocompatibility complex class II, DM beta	0.33147	–0.1
**HLADQB1**	Major histocompatibility complex class II, DQ beta 1	0.381386	0.1
**ICOSLG**	Inducible T-cell costimulatory ligand	0.608632	0.0
**IL-10**	Interleukin-10	0.018739	0.1
**IL-12RB1**	Interleukin-12 receptor, beta 1	0.152837	0.1
**IL-13**	Interleukin-13	0.928521	0.0
**IL-2RA**	Interleukin-2 receptor, alpha	0.057472	0.2
**IL2RB**	Interleukin-2 receptor, beta	0.168497	0.2
**IL-3**	Interleukin-3	0.025309	0.2
**IL-4**	Interleukin-4	0.002263	0.2
**IL-5**	Interleukin-5 (colony-stimulating factor, eosinophil)	0.292582	0.2
**IL-6**	Interleukin-6 (interferon, beta 2)	0.067614	0.1
**LTB**	Lymphotoxin beta (tumor necrosis factor superfamily, member 3)	0.380219	–0.1
**S100A10**	S100 calcium-binding protein A10	0.158363	0.1

Th, T-helper.

*P-values are from Student’s t-tests comparing the mean expression of Glatopa with that of Copaxone.

^†^Log2 of the fold difference in mean expression for Glatopa compared with Copaxone.

Two important Th2 cytokines, IL-3 and IL-4, were induced by Copaxone. These changes were similar to those seen with Glatopa (Table 4 and Fig 7). 

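Il3 rose from a log2 value of 5.13 ± 0.30 (SD, n = 7) in the media-only control to 8.81 ± 0.21 (SD, n = 17) with Copaxone. The rise was 12.8-fold (log2 fold change 3.68, SE 0.10, adjusted p = 2.94e-19 from limma), and all 17 Copaxone samples lay above the highest media-only sample.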

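Il3 rose 14.6-fold with Glatopa, to 9.00 ± 0.25 (SD, n = 16). Il4 was 0.18 higher on the log2 scale with Glatopa than with Copaxone (90% confidence interval 0.09 to 0.27), with p = 0.00203 from limma before correction, 0.995 adjusted over all probes, 0.0915 over the 45 genes the paper names and 0.0387 over the genes of Table 4 alone.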

Several key immune cell genes (e.g., *FoxP3* and *GPR83*) reportedly regulated by GA in other biological test systems [29,35] were also examined; Fig 7 shows box plots of seven such specific genes (*IFT3*, *FOXP3*, *GPR83*, *CD14*, *TLR2*, *CD9*, and *MMP-14*). 

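Ifit3 (gene ID 15959), an antiviral gene that type I interferon induces, was read here for the paper's IFT3 and fell with Copaxone from a log2 value of 8.13 ± 0.26 (SD, n = 7) in the media-only control to 7.13 ± 0.21 (SD, n = 17). Its log2 fold change was -0.997 (SE 0.10, adjusted p = 2.08e-08 from limma), and all 17 Copaxone samples lay below the lowest media-only sample. With Glatopa it fell by a similar amount, at -0.99. Tlr2 (gene ID 24088), a receptor for bacterial lipoproteins, fell, at -0.60 (adjusted p = 1.83e-09, all 17), and Cd9 (gene ID 12527), a tetraspanin, at -0.71 (adjusted p = 4.21e-05, 9 of 17), with media-only replicate 2 below the other media-only samples. Foxp3 (gene ID 20371), the regulator of regulatory T cells, did not pass the test (0.10, adjusted p = 0.574 from limma), nor did Gpr83 (0.11, 0.680), the LPS receptor Cd14 (0.17, 0.251) or the matrix protease Mmp14 (0.10, 0.385). Of 12 regulatory T cell genes 3 rose and 0 fell (3 and 0 when adjusted over the list alone), Ctla4, Il2ra and Tnfrsf4, and the list did not shift as a set (camera adjusted p = 0.299).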

In the GA-responsive Th2-polarized T-cell test system, the expression of these genes was unchanged (*IFT3*, *FOXP3*, *GPR83*, *CD14*, and *MMP-14*) or decreased compared with media-only control. 

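Between Glatopa and Copaxone, the log2 difference was -0.11 ± 0.09 (SE) for Gpr83, the largest among the interferon, regulatory T cell and myeloid genes of Fig 7, -0.05 ± 0.06 (SE) for Cd14 and -0.03 ± 0.03 (SE) for Tlr2. It was -0.02 ± 0.08 (SE) for Cd9, 0.02 ± 0.06 (SE) for Mmp14, -0.01 ± 0.06 (SE) for Foxp3 and smaller for Ifit3 (adjusted p = 0.999 from limma). For all of them the unadjusted p from limma was 0.237 or more, with 16 Glatopa and 17 Copaxone samples.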

More importantly, no statistically significant differences were observed between the expression levels for any of these genes when Glatopa was compared with Copaxone.

**Fig 7:**
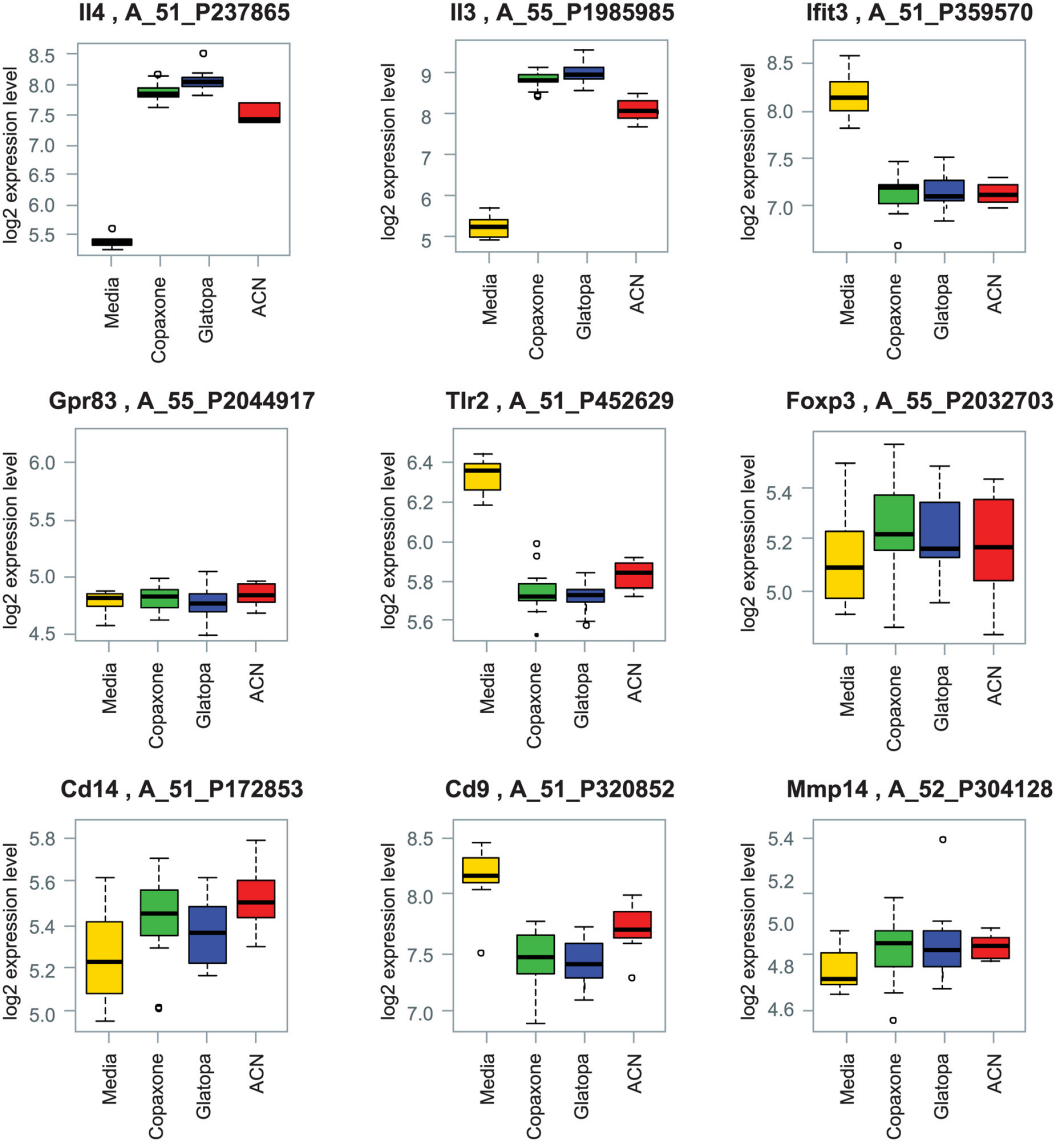
Box plots for gene expression changes for key Th2 cytokines IL-4 and IL-3 and additional genes related to immune cell function. No statistically significant differences between Glatopa and Copaxone were observed for any of these genes.

## Discussion

The primary aim of this study was to assess the equivalence of the gene expression induced by Copaxone and the FDA-approved generic GA Glatopa using a robust, reproducible biological test system that was discriminatory and relevant to a mechanism of action of GA in patients with MS. To this end, a Th2 GA-responsive murine T-cell bank was generated and characterized, replicate samples of multiple lots of Glatopa and Copaxone were tested in this experimental system using a well-established whole-genome microarray technology platform. Numerous statistical (univariate and multivariate) methods were used to look for significant differences while controlling for false positives between the samples at the single gene level and the entire genome level. In parallel to testing of Glatopa and Copaxone, the nonequivalent glatiramoid molecule (ACN) was also tested to independently establish the ability of this experimental system to detect any potential differences. ACN is a glatiramoid that had the same molecular weight distribution and amino acid composition as GA; however, it was made by process conditions that generated a structurally nonequivalent mixture. Furthermore, given that Th2-cell polarization in humans is thought to be one of the main mechanisms of action of GA [4,8,10,17] and that many factors (including IL-4, IL-5, IFN-γ, and IL-10) observed to be stimulated in the system under study are also observed to be modulated by GA in humans [6,17], the Th2-polarized T cell experiment system used in this study is relevant to the mechanisms observed in humans for the treatment of relapsing forms of MS with GA. The variety of well-accepted statistical methods could not reject the hypothesis of equivalent gene expression profiles between Glatopa and Copaxone.

Other gene expression studies assessed the impact of glatiramoids on the expression of genes associated with MS [29,35]. They used the in vitro stimulation of murine T cells with various glatiramoids, including GA reference standards and drug products manufactured by Teva Pharmaceuticals [29,35]. Similar to the results from our study, Bakshi et al [29] found a significant difference in gene expression between the control (media only) and glatiramoid-treated cells. That study also identified significant differences in the expression of 98 genes when T cells were stimulated with a different and non-FDA—approved generic GA (Natco Pharma Ltd, Hyderabad, India) compared with Copaxone [29]. In the current study, no significant differences were found between Copaxone and Glatopa. Towfic et al [29,35] observed significant differences in expression of genes (FoxP3 and Gpr83) associated with Treg cells between Copaxone and non-FDA—approved generic GA (Natco), while the current studies did not find any changes in these genes independent of the test article used. Given that our test system utilized a population of Th2 polarized T cells generated by multiple rounds of GA stimulation, one likely explanation is that this cell population was primarily composed of memory T cells and not Treg cells. Thus the differences in our results and that of Towfic et al are most likely due to difference in experimental system. There also could be methodological differences in the studies; for example, the dataset by Towfic et al was generated in 18 different batches and thus required substantial correction, while our dataset was generated in a single batch.

Compared with our study, in which cells harvested from mouse lymph nodes were isolated 11 days after immunization and were further expanded from a CD4^+^ T-cell population, Bakshi et al [29] used cells harvested from mouse spleens 3 days after immunization with a single dose of Copaxone. The cell composition (primarily B and T cells) substantially differed from that of the lymph nodes. In addition, Bakshi et al did not perform any rounds of restimulation for selection of Copaxone-specific T cells, whereas our experimental system used cells expanded for 13 rounds of Copaxone stimulation, providing a significant enrichment of the GA-responsive T-cell population. Thus, it is conceivable that the response to various GA samples was more variable in the Bakshi study.

Although gene expression profiling is a useful tool in the analysis of mechanism of action of novel drugs, it can also be used as one of multiple methods used to assess equivalence of the effects of generic drugs. The current gene expression study was part of a much larger set of assays. Equivalence was established by determining sameness of starting materials, control of process, and equivalence of physicochemical, biological, and immunologic properties, including but not limited to multiple methods for amino acid composition, molar mass distribution, N- and C-terminal analysis, potency, T-cell biology, B-cell biology, APC biology, and animal models of the disease (e.g., experimental autoimmune encephalitis).

In conclusion, the use of gene profiling as part of a comprehensive set of analytical tools has furthered the demonstration of the equivalence of Glatopa and Copaxone. As expected, Copaxone induced substantial changes in gene expression in the test system. Changes observed included genes related to the mechanism of action of GA in MS. Differences in gene expression were found between Copaxone and a nonequivalent glatiramoid mixture. However, there were no significant differences in gene expression between Copaxone and Glatopa, as demonstrated through multiple statistical methods.

How the deposited data were processed for this re-analysis (not part of the article)

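Single-dye Agilent mouse arrays measured the RNA of 48 wells, each with Th2-polarized T cells and splenocytes, after 24 h with Copaxone (17 samples), Glatopa (16), ACN (8) or medium alone (7). The authors corrected spot intensities for background with normexp, took log2 and quantile-normalized all arrays with limma, whose version the paper's text does not name. The deposited values run from 3.04 to 15.4 on the log2 scale, and no further scaling was applied. The table holds 1 value per spot. Groups of at least 10 spots with the same gene symbol and sequence identifier were taken as 1 probe and averaged. There were 293 groups of 10 spots and 94 groups of 11 or 12 spots, and the latter may also hold other probes of the same gene. Gene symbols came from the probe table of the series, and 0 of them were updated. No signal over background was used here, so low values were kept, and the brighter part of the probes was analysed as an alternative.

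Each comparison of a pair of groups used the samples of these groups alone, in limma 3.58.1 (lmFit and eBayes) under R 4.3.3 with data.table 1.17.8. p was adjusted with Benjamini-Hochberg over all probes, and a probe was called at an adjusted p under 0.05. Copaxone-responsive probes also changed at least 1.3-fold, and comparisons among them used p adjusted within them and the same limit on the change. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with Benjamini-Hochberg over the 31 lists. The multivariate statistic of the methods was tested one-sided with 100000 resamples. Scores on principal component 1 (probes centred and scaled), on the first MDS axis and per-sample slopes were tested two-sided with exact permutation tests wherever a group had fewer than 10 samples, and otherwise with 100000 resamples. Trees used Ward linkage on 1 minus Pearson's correlation.

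Genes named in the text are those the paper names (46, of which 45 have a named probe), whose values in the paper had been seen, up to 12 largest rises and 12 largest falls per comparison with 1 probe per gene, up to 4 members per list with the largest change past the test, and, where nothing was called, the 5 probes with the smallest p. Not every gene that the rule allows is named. The probes printed in Fig 7 could not be paired with the deposited probe names, so the probe with the highest mean stands for each of these genes.

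The tests were tested on simulated data with the group sizes of each comparison, each probe's spread pooled over the 4 groups and 200 changed probes. The simulated noise was independent between probes, whereas the arrays share deviations, so shares recovered and false calls may differ in the real data. limma recovered 66% of 1.3-fold changes between Copaxone and media-only control, 60% between Glatopa and media-only control, 42% between ACN and media-only control, 84% between Glatopa and Copaxone, 74% between ACN and Copaxone and 70% between ACN and Glatopa. Of 2-fold changes it recovered 90% between Glatopa and media-only control, short of the 90% that had been required to be exceeded, and 100% in the other comparisons. False calls numbered 3 to 11 per comparison. No depth applies to arrays, and the number of arrays in each group limits the precision.

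Alternatives were the methods' t-test with each correction of the paper or none, all 4 groups in one fit, an intensity trend with a robust variance prior, cyclic loess, array weights, lot or replicate number as a block, the first within-group component (12.0% of the within-group variance) as a covariate, means per gene symbol or per lot, other limits on the fold change, other choices of the responsive probes, other dissimilarities and linkages, and each lot or replicate left out in turn. Unaveraged spots and the omission of the 4 arrays with a score above 0.3 on that component were added after the data were seen. Each count was also compared with 100 splits of the samples, the real split included. No column of per-sample values was left out.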

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

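The tests of the smaller response to ACN, the tests of B cell markers and of probes of the same mean level for the interferon genes and the test of lots with pairs of unlike replicate number were chosen only after the result was seen. In 27 of 262 groups of 7 or 8 samples, over 127 named genes the positions of the samples on multivariate axes and the slopes of ACN samples, 1 sample stood apart from the others, where chance gives about 1 in 20. The gap to the nearest other sample is given as a share of the group's range. Media-only replicate 1 lay below the other samples for Xcl1 (gap 0.573). Media-only replicate 2 lay below the other samples for Cd9 (gap 0.583). Media-only replicate 3 lay above the other samples for Calr (gap 0.607). Media-only replicate 4 lay below the other samples for Itgb3 and Tent5a (gap 0.626 and 0.581). Media-only replicate 5 lay below the other samples for Cd1d1 (gap 0.641). Media-only replicate 6 lay below the other samples for Batf, Cd8a, Gzma, H2-Ab1, Hba-a1, Kit and Tbx21 (gap 0.592, 0.639, 0.588, 0.666, 0.769, 0.663 and 0.626). Media-only replicate 7 lay below the other samples for Ccr6 and H2-Eb2 (gap 0.599 and 0.574). ACN replicate 2 lay above the other samples for Xbp1 (gap 0.565). ACN replicate 2 lay below the other samples for Nkg7 (gap 0.534). ACN replicate 4 lay above the other samples for Cd93, Clec4d and Il6 (gap 0.590, 0.746 and 0.614). ACN replicate 4 lay below the other samples for Fdps, Slpi, Tnf and the slope with probes chosen on even-numbered samples (gap 0.535, 0.761, 0.699 and 0.655). ACN replicate 5 lay above the other samples for Cr2 (gap 0.852). ACN replicate 6 lay below the other samples for Penk (gap 0.585). ACN replicate 7 lay above the other samples for Hal (gap 0.569). The Cr2 value of ACN replicate 5 was 14.7, against a median of 7.05 in the other ACN samples.

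The paper does not report tests of these lists, or counts of probes for the comparisons below over all probes. With Copaxone the median log2 fold change was 0.53 in the cell cycle, 0.57 in ribosome biogenesis, 0.63 in cholesterol and fatty acid synthesis, 0.50 in the unfolded protein response, 0.41 in glycolysis, 0.59 in IL-2 and STAT5 targets, 0.14 in NK cell and cytotoxic genes and 0.40 in the IL-4 and IL-13 response of APCs. It was -0.65 in lysosome and lipid handling, -0.41 in T cell identity genes, -0.25 in monocyte and macrophage markers and -0.36 in the type I interferon response. Over all probes, limma called 7453 between Glatopa and media-only control, 2793 between ACN and media-only control and 268 between ACN and Glatopa. In all, 18 lists shifted with Copaxone, and the highest count of another split was 17.

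Responses to ACN were smaller than those to Copaxone, with a slope relative to that of Copaxone of 0.820 in samples held out from the choice of probes. A lower T cell share in the ACN wells stays open: T cell identity genes minus B cell markers differed by -0.01 ± 0.11 (SE on the log2 scale, exact permutation p = 0.908), but these genes respond to Copaxone themselves, and less the part that a weaker response gives the difference was -0.0759, within its SE of the bound of -0.14 set for this test. The B cell marker Cr2 was at 14.7 in ACN replicate 5, against a median of 7.05 in the other ACN samples. This value can lower the difference and widen its SE, and the test was not run without it. Array deviations shared within groups stay open: the first within-group component is centred in every group, so that as a covariate, with 86 calls between ACN and Copaxone in place of 44, it had no way to end them, and without the 4 arrays far out on it the calls fell to 6. For the 44 probes the median absolute log2 difference went from 0.41 (median SE 0.0773) to 0.38 (median SE 0.0824), and all 44 kept their sign. Leaving out Copaxone lot 2 or 4 or ACN replicate 4, none of them far out, also left 4, 6 or 5 calls. The fall to 6 thus does not single out the far arrays. Without Copaxone lot 7, which holds a far array, 5 calls were left. A single weaker form of the Copaxone response cannot be told apart from a response of another kind: against a point at that relative slope 3 probes were called in the fit of all groups, where 92 were called against Copaxone, but 1 and 15 with the slope of each set of samples, 13 with the slope of all samples and 120 with the slope itself, which is low for Copaxone too. The difference in material that the design names stays open and was not separated from ACN being a single lot.

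Genes of the type I interferon response fell with Copaxone, with quartiles of -0.60 and -0.18 around their median. Fewer splenocytes of all kinds would have lowered B cell markers by a similar amount, but their median was -0.0492, that of dendritic cell markers 0.03 and that of monocyte and macrophage markers -0.25, so a loss of monocytes stays open. Quantile normalization changes values of the same level alike, but probes of the same mean level as these genes had a median of 0.0561, above the upper quartile of the list, so it is not borne out as the cause. A change in monocytes and a lower interferon response per cell were not separated.

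Copaxone samples lay farther from each other than Glatopa samples, with mean dissimilarities of 0.0269 and 0.0213, a ratio of 1.26. The means were 0.0279 for ACN and 0.0258 for media-only control. A permutation test over each sample's mean dissimilarity to its own group gave p = 0.00504. Samples of a group share pairs in these values, and 1 far array raises all of them. The values are thus not independent, and this p overstates how sure the difference is. Differences between lots would make samples of 1 lot more alike, but the dissimilarity within Copaxone lots was 1.08 times that between them, and 1.04 times (permutation p = 0.928) where the pairs between lots had unlike replicate numbers, as those within lots have. Without the arrays far out on the first within-group component, 3 of Copaxone and 0 of Glatopa, the ratio was 0.977. Since leaving out far arrays of Copaxone alone lowers the ratio by construction, a few deviating arrays and a wider spread of all Copaxone samples cannot be told apart.

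Chance can be excluded for the counts of probes between Copaxone and media-only control (6374, highest other of 100 splits 8), Glatopa and media-only control (7453, 0), ACN and media-only control (2793, 0), ACN and Copaxone (44, 1) and ACN and Glatopa (268, 1), and for the 4110 Copaxone-responsive probes (8), each matched by 1 split, the real one. The same holds among the responsive probes for ACN against Glatopa (243, 1). For Glatopa (3659, highest other 1487) and ACN (2611, 936) against media-only control, and for ACN (130, 3) and Glatopa (1, 0) against Copaxone, the responsive probes were chosen with samples of the same groups, which favours the real split, so the splits decide nothing there. For lists that shifted, chance can be excluded only at a share of splits under 0.05 with no correction for the number of these tests, since other splits came close to the real count or passed it, for Copaxone (18, 17), Glatopa (18, 19) and ACN (19, 19) against media-only control, ACN and Copaxone (11, 10) and ACN and Glatopa (11, 14), which 1, 3, 3, 1 and 4 splits matched, and cannot be excluded for the 1 list between Glatopa and Copaxone, which 13 splits matched (highest other 4). Between Glatopa and Copaxone (0, highest other 0) and between Copaxone lots (0, 43) or Glatopa lots (0, 1), a real count of 0 is matched by all 100 splits whatever the samples hold, so the splits decide nothing. A single split of Copaxone samples called 43 probes, where the median of the other splits was 1, and what its groups share was not tested.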

How the results depend on the processing

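Results without the far arrays, with unaveraged spots and, for the slope, without single ACN replicates were chosen only after the result was seen. Of 444 values under the alternatives 376 kept their direction and their side of the threshold, or stayed within 1.5 times the count, and no named gene reversed in any alternative run over the named genes. For the values below that did not, the cause was not tested, except that stricter limits call fewer probes by construction. A replicate block also sets aside samples whose replicate number the other group lacks. The methods' t-test called, with Bonferroni correction, 1085 probes for Copaxone, 1538 for Glatopa and 227 for ACN against media-only control, 3 between ACN and Copaxone and 9 between ACN and Glatopa; with no correction 9823 for Copaxone and 6655 for ACN against media-only control, 1624 between Glatopa and Copaxone, 3105 between ACN and Copaxone and 4103 between ACN and Glatopa; and with Benjamini-Hochberg 11 between ACN and Copaxone (11 with Storey q-values) and 141 between ACN and Glatopa. Between ACN and Copaxone, where 44 were called, all 4 groups in one fit gave 92, an intensity trend with a robust prior 3, the within-group component as a covariate 86, means per gene symbol 26, and the data without the far arrays 6, of which 3 are among the 44. Between ACN and Glatopa, where 268 were called, these were 178 with all 4 groups, 171 with array weights and 130 with means per gene symbol. With lot as a random block ACN against media-only control gave 890, at a lot correlation of 0.188, where ACN is 1 lot. Each media-only sample was its own block, so that correlation cannot measure variation between lots. Leaving out 1 lot or replicate gave 0 to 1 between Glatopa and Copaxone (1 without Glatopa lot 4), 4 (without Copaxone lot 2) to 62 (without Copaxone lot 1) between ACN and Copaxone, and 82 (without Glatopa lot 3) to 321 (without ACN replicate 5) between ACN and Glatopa; against media-only control the ranges were 5699 to 6749 for Copaxone, 6533 to 7358 for Glatopa and 2283 to 3178 for ACN.

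Replicate number as a block gave 2243 probes for Copaxone against media-only control, 1039 higher and 1204 lower, and 589 between ACN and Glatopa. Samples of the same number were not correlated in every case. Copaxone shares 2 numbers with media-only control and 2 with ACN, so media-only and ACN samples of other numbers drop out. Its counts and the named genes lost with it cannot be set apart from the loss of samples. Between ACN and Copaxone it gave 42, of which 2 are among the 44.

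The responsive probes numbered 307 with a 2-fold limit and 6374 with none. Among them, the 1 probe between Glatopa and Copaxone became 0 with Storey q-values, p adjusted over all probes, probes chosen from Glatopa, either other fold limit, unaveraged spots with Storey q-values or without the far arrays. Between ACN and Copaxone, 130 became 29 with p over all probes, 1 with a 2-fold limit and 291 with none, and between ACN and Glatopa 243 became 126, 0 and 704. Against media-only control a 2-fold limit and none gave 255 and 6041 for Glatopa and 167 and 4229 for ACN. Average linkage placed 6 media-only samples with the treated ones. With probes chosen on odd-numbered samples the slope of ACN was 0.684 (without ACN replicate 2) to 0.741 (without ACN replicate 4). With probes chosen on even-numbered samples it was 0.624 (without ACN replicate 5) to 0.666 (without ACN replicate 4). It differed from that of Copaxone in each of these. The slope of Glatopa was 0.841 with probes chosen on even-numbered samples, where it no longer differed from Copaxone. With all samples used for choice and estimate the slope was 0.786 for ACN and 0.989 for Glatopa. fry gave 28 lists for Glatopa against media-only control in place of 18, and fry and camera with an estimated correlation gave 0 between Glatopa and Copaxone in place of 1. Between Copaxone lots, 1 probe was called with the covariate in place of 0. Of 24 named genes past the test between ACN and Copaxone 24 no longer passed with the replicate block, 20 with the t-test, 4 with all groups in one fit and 2 with cyclic loess. Between Copaxone and media-only control 32 named genes no longer passed with the replicate block, between ACN and media-only control 34 with lot as a block, and between ACN and Glatopa 19 with the t-test and 12 with all groups in one fit. Centring each array on its median was not run, since the arrays were already quantile-normalized. Signal over background was not used here, so how far it limits low probes was not assessed.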

Differences from the paper's values

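The comparison with the colours of Fig 6 was chosen only after the result was seen. For the count of probes at an unadjusted p under 0.05, the paper's permutation p is 0.0005 between Copaxone and media-only control, against 0.01 here, the smallest that 100 splits can give, with limma and with the t-test. Between ACN and Copaxone the paper's is 0.0240, against 0.04 here with limma; with the methods' t-test it was 0.02, within 1.5 times the paper's, the limit used here for a difference.

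At a false discovery rate of 0.05 the paper's count between ACN and Copaxone is 11, against 44 here; the methods' t-test with Benjamini-Hochberg and with Storey q-values, the test the paper's methods name, gave 11, and the other alternatives set before the data were examined all differ, with 92 for all 4 groups in one fit, 3 for an intensity trend with a robust prior, 62 for the brighter probes, 47 for cyclic loess, 49 for array weights, 44 and 42 for lot and replicate blocks, 86 for the covariate and 26 for means per gene symbol. Among the Copaxone-responsive probes the paper's count is 66 between ACN and Copaxone, against 130; with probes chosen from Glatopa, another set of probes, it was 91, within 1.5 times the paper's, and Storey q-values (161), p over all probes (29), a 2-fold limit (1) and none (291) differ. The paper's count is 153 between ACN and Glatopa, against 243; p over all probes gave 126, within 1.5 times the paper's, and Storey q-values (268), probes chosen from Glatopa (293), a 2-fold limit (0) and none (704) differ. Between Glatopa and Copaxone the paper's count is 0, against 1, and it was 0 in each of these alternatives.

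For the multivariate statistic over the responsive probes, the paper's permutation p is 0.0001 for Copaxone, 0.0001 for Glatopa and 0.001 for ACN against media-only control, 0.0009 between ACN and Copaxone and 0.0001 between ACN and Glatopa. Here it was 1.00e-05, 2.00e-05, 1.50e-04, 1.20e-04 and 1.00e-05 in this order, with 100000 resamples, and every alternative on all samples differs as well, by more than 1.5 times, although 5.00e-05 between ACN and Glatopa with 1 minus Spearman's correlation rounds to the paper's value. So do 6.00e-05 for Glatopa without Glatopa lot 1 and 5.00e-04 to 6.50e-04 for ACN without 1 ACN replicate, against media-only control. The paper's text gives no q-value under 0.99 between Glatopa and Copaxone, and its legend of Fig 4 places the largest q-value above that limit; here the smallest Storey q-value of the methods' t-test was 0.776, with 33714 probes under 0.99, and limma's adjusted p was under 0.99 for 1 probe.

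The paper states that IFT3, read here as Ifit3, did not change in this system, whereas Ifit3 fell by 0.997 on the log2 scale with Copaxone (adjusted p = 2.08e-08 from limma, all 17 samples below every media-only sample); its statement on Foxp3, Gpr83, Cd14 and Mmp14 matches the tests here. Fig 6 draws Myd88 as raised at its limit, whereas its t-test p was 0.00122 here; of the 38 nodes with a named probe 37 had the colour of the figure. The text lists the IL-4 receptor among raised genes and Fig 6 draws it without colour; Il4ra rose by 0.33 here (adjusted p = 0.00950 from limma, t-test p = 0.00161). All 57 log2 fold changes of Tables 4 and 5 matched at 1 decimal, and 18 of the 19 p of Table 5 matched the methods' t-test at 3 decimals; for H2-Ab1 the paper's p is 0.381386, against 0.415 here with the t-test and 0.399 with limma.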

Other observations

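The test of replicate 2 against replicate 1 within Copaxone lots was chosen only after the result was seen, as were Nr4a1, Cd79b, Il12b and Cd83 as genes to name where they fall outside the rule. Copaxone raised genes of T cell activation, of which 14 of 26 rose and 1 fell (14 and 2 when adjusted over the list alone, camera adjusted p = 5.26e-05, 0.00527 with an estimated correlation), with the transcription factor Egr2 at 1.39 and granzyme B, Gzmb, at 0.95, and with Nr4a1 the gene that fell, at -0.70. Of NK cell and cytotoxic genes 7 of 15 rose and 1 fell (7 and 1 when adjusted over the list alone, camera adjusted p = 1.35e-04, 0.00105), with Nkg7 at 1.08 and Ccl5 the gene that fell. Of interferon gamma response genes 8 of 24 rose and 2 fell (9 and 2 when adjusted over the list alone, camera adjusted p = 0.00264, 0.0447), with Gbp2 at 1.24 and with Fcgr1 and Cxcl10 falling, at -0.93 and -0.83. Of inflammatory cytokines and chemokines 8 of 22 rose and 2 fell (10 and 2 when adjusted over the list alone, camera adjusted p = 0.0106, 0.0128), with Ccl4 at 1.29, Il6 at 1.13, and Ccl5 and Il12b falling. Of neutrophil markers 1 of 19 rose and 6 fell (1 and 7 when adjusted over the list alone, camera adjusted p = 0.0332, 0.0360), with S100a9 at -0.91 and Il1r2 the gene that rose, at 1.20. Of MHC class I genes 3 of 14 rose and 0 fell (4 and 0 when adjusted over the list alone, camera adjusted p = 0.0258, 0.115 with an estimated correlation), namely Calr, Pdia3 and B2m.

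The remaining lists did not shift as sets with Copaxone, and the counts adjusted over the list alone and the camera adjusted p follow each in parentheses. Of B cell markers 3 rose and 3 fell of 18 (3 and 4, 0.549), with Ms4a1, Cd79b and Pou2af1 rising and Cr2, Fcmr and Cxcr5 falling, and of plasma cell genes 2 rose and 2 fell of 10 (4 and 3, 0.739), with Xbp1 and Creld2 rising and Sdc1 and Jchain falling. Of dendritic cell markers 5 rose and 4 fell of 16 (6 and 4, 0.207), with Cd83 at 1.16, and of amino acid and ATF4 response genes 7 rose and 3 fell of 22 (8 and 4, 0.0634). Of mast cell, basophil and eosinophil genes 0 rose and 1 fell of 14 (0 and 0, 0.891), the fall being Kit, of erythroid genes 1 rose and 2 fell of 12 (1 and 2, 0.413), with Tfrc rising and Hba-a1 and Hbb-b2 falling, and of platelet genes 1 rose and 3 fell of 10 (1 and 3, 0.394), with Itgb3 rising and Ppbp, Pf4 and Treml1 falling. Of integrin and matrix genes 3 rose and 7 fell of 21 (4 and 7, 0.274), and of stress and RNA quality genes 5 rose and 2 fell of 18 (7 and 2, 0.129), with Hspd1 at 0.97. Median and mean differed in sign in plasma cell genes (-0.03 and 0.08), platelet genes (0.01 and -0.11) and integrin and matrix genes (0.06 and -0.11).

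With Glatopa against media-only control 18 lists shifted in camera, and all but MHC class I presentation (adjusted p = 0.216) did so with an estimated correlation. With ACN 19 shifted, of which the amino acid and ATF4 response (adjusted p = 0.252) and the stress and RNA quality genes (adjusted p = 0.173) did not with an estimated correlation. Between ACN and Glatopa 11 shifted, of which the IL-2 and STAT5 targets (adjusted p = 0.0576) and the integrin and matrix genes (adjusted p = 0.0822) did not. Cell cycle genes had a median log2 difference of -0.16 and lysosome and lipid handling of 0.12 between ACN and Glatopa.

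Across the 8 Copaxone lots with 2 samples limma's F test called 0 probes (1237 at an unadjusted p under 0.05, smallest adjusted p 0.0525) and, with the first within-group component as a covariate, 1. Across the 4 Glatopa lots it called 0 (1555 at an unadjusted p under 0.05), and the dissimilarity within lots was 1.01 times that between lots. On the first within-group component replicate 2 lay lower than replicate 1 in 7 of 8 Copaxone lots (exact sign-flip permutation p = 0.0547, two-sided), and 0 probes were called between them by limma (smallest adjusted p 0.120).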
